# CD99 contributes to the EWS::FLI1 transcriptome by specifically affecting FOXM1‐targets involved in the G2/M cell cycle phase, thus influencing the Ewing sarcoma genetic landscape

**DOI:** 10.1002/ccs3.12047

**Published:** 2024-08-02

**Authors:** Michela Pasello, Maria Antonella Laginestra, Maria Cristina Manara, Lorena Landuzzi, Francesca Ruzzi, Margherita Maioli, Evelin Pellegrini, Alessandra De Feo, Pier‐Luigi Lollini, Katia Scotlandi

**Keywords:** biomarkers, CD99, Ewing sarcoma, EWS::FLI1, transcriptome, tumor growth

## Abstract

Ewing sarcoma (EwS), a highly aggressive malignancy affecting children and young adults, is primarily driven by a distinctive oncogenic fusion, the EWSR1‐ETS, whose activity is a key source of epigenetic and clinical heterogeneity. CD99 is constantly present in EwS cells, known to modulate the EwS genetic profile and tumor malignancy. However, the relevance of CD99 alone, or in association with EWSR1‐ETS chimeras, is poorly understood. We explored the dynamic relationship between CD99 and EWS::FLI1, the main fusion observed in EwS, by means of model systems with inducible expression of either molecule. The transcriptomic dynamics of cells with or without expression of EWS::FLI1 or CD99 were analyzed and correlated with tumor cell growth. The CD99‐associated EwS gene profile was found to have commonalities with the profile induced by EWS::FLI1, but also peculiar differences. Both EWS::FLI1 and CD99 are regulated targets of the DREAM complex, but the CD99 expression specifically impacted genes that are the targets of FOXM1 and are involved in the setting of the G2/M phase of the cell cycle. Most CD99‐regulated FOXM1‐targeted genes were found to correlate with bad prognosis in two public clinical datasets (R2 platform), further supporting the clinical relevance of CD99‐mediated regulation of EwS gene expression.

## 1 INTRODUCTION

Ewing sarcoma (EwS) is an aggressive childhood malignancy of bone and soft tissues, with a high metastatic propensity. The standard of care is a multimodal treatment regimen, including surgical resection and/or local radiotherapy as well as intensive multi‐agent chemotherapy, which is effective for patients with localized disease. However, patients with metastases at diagnosis and patients who do not respond to first line therapy have disappointingly low survival.^1^, ^2^, ^3^ To identify novel therapeutic approaches, a deeper understanding of the mechanisms leading to the malignant progression of EwS is needed.

EwS is presumed to originate from an undifferentiated stem cell with features of both mesenchymal and neural lineage, and it is characterized by a high level of epigenetic heterogeneity and plasticity, while its genome is stable, with rare recurrent mutations.^4^, ^5^ EwS is driven by a specific chromosomal translocation that fuses a member of the FET family of RNA‐binding proteins involved in transcription and splicing (FUS, EWSR1, or TAF15), with an ETS family transcription factor. The most common chimera EWS::FLI1 (85% of EwS cases) is known to induce malignant transformation by regulating a variety of molecular processes including chromatin architecture, gene transcription, RNA splicing, R‐loop formation, and protein translation.^6^ Even though it is driven by a single genetic mutation, EwS is endowed with a considerable clinical heterogeneity. The variability of EWS::FLI1 expression and transcriptional activity among individual tumor cells is emerging as a critical determinant of epigenetic heterogeneity, tumor cell phenotype, and disease progression.^7^, ^8^

EwS cells are also characterized by the peculiarly high expression of CD99, a cell surface molecule that is involved in the regulation of crucial biological processes. EwS cells deprived of CD99, but still expressing EWS::FLI1, showed dramatically inhibited growth, migration, and metastatic capabilities and tended to differentiate toward the neural lineage.^9^, ^10^ Furthermore, CD99 depletion from the cell surface induced transcriptional dysregulation through the zyxin–GLI1 axis, specifically affecting the expression of crucial EWS::FLI1 targets.^11^, ^12^

Available data suggest a possible link between EWS::FLI1 and CD99, but no clear evidence has emerged so far.^13^, ^14^ Regulation of CD99 expression by EWS::FLI1, either directly (through binding to the promoter)^9^ or indirectly (through miRNAs)^7^ has been reported, however the silencing of EWS::FLI1 in EwS cells did not result in a significant decrease in CD99 expression. To investigate the relationship between EWS::FLI1 and CD99, we developed experimental models with inducible silencing of either EWS::FLI1 or CD99, and we analyzed the gene expression profiles associated with the silencing and/or the recovery of CD99 and EWS::FLI1 expression, both in vitro and in vivo.

## 2 MATERIALS AND METHODS

### 2.1 EWS::FLI1 and CD99 tetracycline‐inducible systems

A673 (RRID:CVCL_0080) cells were purchased from American Type Culture Collection (ATCC) and transfected with the plasmid pcDNA/6TR (Thermo Fisher Scientific) encoding the reverse tetracycline (TET)‐responsive transcriptional activator^15^ and with the plasmid pTER/shEWS::FLI1 (kindly provided by K. Laud‐Duval, Institut Curie, Paris)^16^ or the plasmid pTER/shCD99 (engineered in our laboratory). The transfected cells were selected with blasticidin (2 μg/mL, #R21001, Thermo Fisher Scientific) and zeocin (50 μg/mL, #R25005, Thermo Fisher Scientific) and named A673pTERshEWS::FLI1 or A673pTERshCD99. To avoid cross‐contamination between cell lines and outgrowth of faster‐growing clones in long‐term cultures, all cell lines were kept in liquid nitrogen until use. When in culture, they were maintained in Iscove's modified Dulbecco's medium (IMDM, #ECB2072L, EuroClone) supplemented with 10% fetal bovine serum (FBS, #ECS0180L, EuroClone) or with 10% Tet System Approved FBS (#631106, Takara) and incubated at 37°C in a humidified atmosphere containing 5% CO_2_ for approximately 8–12 in vitro passages (corresponding to 2–3 months) before being discarded. Whenever necessary, replicates started from the same batch of frozen vials. Cells were regularly tested for *Mycoplasma* contamination (MycoAlert *Mycoplasma* Detection Kit, #LT07–418, Lonza) and authenticated by short tandem repeat PCR analysis (CLA service by Eurofins Genomics; last control July 2023). EWS::FLI1 or CD99 silencing was achieved by adding 2 μg/mL of doxycycline (DOX; #D9891, Sigma Aldrich) in the cell culture medium for 48 h. After 48 h, silenced (DOX+) and CTR cells were collected and labeled as day 0 (D0). To allow the re‐expression of EWS::FLI1 or CD99, in some cultures DOX was removed from the medium, cells were then collected from day 1 to day 14 (D1‐D14).TC‐CD99‐shRNA, BRZ‐CD99‐shRNA and CAR‐CD99‐shRNA silenced models for CD99, previously obtained in our laboratory,^9^, ^17^ were used for validation.

### 2.2 RNA extraction and real‐time quantitative reverse transcription‐PCR

Total RNA was extracted using the Trizol Reagent (#15596018, Thermo Fisher Scientific) and reverse‐transcribed into cDNA using a High‐Capacity cDNA Reverse Transcription Kit (#4368813, ThermoFisher Scientific) according to the manufacturer's protocols. RT‐qPCR was performed on a ViiA7 system (ThermoFisher Scientific). We used TaqMan PCR Master Mix (#4364340, Thermo Fisher Scientific) and predesigned assays for *EWS*:*:FLI1* (Fw: 5′‐GGC CAG AAT TCA TGT TAT TGC‐3’; Rev: 5′‐CCA AGT CAA TAT AGC CAA CAG‐3’; Probe: 5′‐56‐FAM/ACG GGC AGC AGA ACC CTT CTT AT/36‐TAMSp‐3′, IDT), *CD99* (Hs00908458_m1, ThermoFisher Scientific) and (Fw: 5′‐GAA GGT GAA GGT CGG AGT‐3’; Rev: 5′‐GAA GAT GGT GAT GGG ATT TC‐3’; Probe: 5′‐56‐FAM/CAA GCT TCC CGT TCT CAG CC/36‐TAMSp‐3′, IDT). SYBR Green PCR Master Mix (#4309155, Thermo Fisher Scientific) was used for *FOXM1*, *AURKA*, *FAM83D*, *KIF20A*, *KIF2C*, *LMNB1*, *and NUF2* (primers are listed in the Table S1). The expression levels of target genes were normalized to that of GAPDH and expressed as 2^−ΔΔCt.^18^

### 2.3 Western blotting

Western blotting (WB) was performed according to standard protocols. Equivalent amounts of protein collected at the different time points were separated by electrophoresis on a 4%–15% resolving gel (Mini‐PROTEAN™ TGX Stain‐Free™ Protein Gels; #4568083, Bio‐Rad Laboratories Inc.) and transferred to nitrocellulose membranes. Membranes were incubated overnight with primary antibodies: anti‐FLI1 (#ab15289, rabbit polyclonal, Abcam), anti‐CD99 (12E7, #sc‐53148, mouse monoclonal, Santa Cruz Biotechnology), anti‐FOXM1 (EPR17379, #ab207298, rabbit monoclonal, Abcam), and anti‐cyclinB1 (H‐433, #sc‐752, rabbit polyclonal, Santa Cruz Biotechnology). Horseradish peroxidase (HRP)–conjugated donkey anti‐rabbit (#NA9340, GE Healthcare) and sheep anti‐mouse (#NA9310, GE Healthcare) secondary antibodies were used. Proteins were visualized with Clarity Western ECL Substrate (#1705061, Bio‐Rad Laboratories Inc.) and images were analyzed with Image Lab system (ChemiDoc MP, Bio‐Rad Laboratories Inc.).

### 2.4 In vitro tumor cell growth

Cells were plated into 6‐well plates (200.000 cells/well) in medium with 10% Tet System Approved FBS and cultured for 24 h before being treated with 2 μg/mL of DOX. After 48 h (D0), DOX was removed from the medium to obtain progressive re‐expression of EWS::FLI1 or CD99 from D1 to D6. Tumor cell growth was detected at each time point by trypan blue vital counting (#T8154, Sigma‐Aldrich).

### 2.5 In vivo studies

Female NOD Scid gamma (NSG) mice, 13–25 weeks old (breeders obtained from Charles River), received a subcutaneous (s.c.) injection of 0.5 × 10^6^ A673pTERshEWS::FLI1 or A673pTERshCD99 cells. Tumor growth was measured with calipers twice weekly; tumor volumes were calculated as π/2[√(a·b)]3/6], where a and b are the two maximal perpendicular diameters. For in vivo gene silencing, groups of eight mice received either 2 mg/mL DOX in 5% sucrose (#S9378, Sigma Aldrich)^19^ or 5% sucrose only, in autoclaved drinking water, starting from five days after cell injection, for 17 days. Drinking water was protected from light and changed every 3–4 days. Mouse body weights were measured at least once a week; no significant variation in body weight was observed among the groups at the end of the treatment.

Two mice per group were sacrificed, during gene silencing, on day 22 after cell injection. The remaining six mice per group were followed for eight additional days after DOX removal to evaluate the re‐activation of gene expression and the rescue of tumor growth. When tumors exceeded the volume of 2.5 cm^3^, mice were sacrificed for ethical reasons using CO_2_ inhalation and cervical dislocation. An accurate necropsy was performed. Tumor samples for histopathology and immunohistochemistry were fixed in 10% buffered formalin and embedded in paraffin; samples for molecular studies were snap frozen in liquid nitrogen and stored at −80C.

### 2.6 Immunohistochemistry

Serial 3‐μm‐thick tissue sections from formalin‐fixed, paraffin‐embedded xenografts were processed according to standardized immunohistochemical procedures and then immunostained with the following primary antibodies: anti‐FLI1 (C‐19, #sc‐356, rabbit polyclonal, Santa Cruz Biotechnology), anti‐CD99 (O13, #915601, mouse monoclonal, BioLegend), anti‐FOXM1 (EPR17379, #ab207298, rabbit monoclonal, Abcam), and anti‐cyclinB1 (H‐433, #sc‐752, rabbit polyclonal, Santa Cruz Biotechnology). An avidin–biotin–HRP method was used for staining (VECTASTAIN® ABC kit, #PK‐4002, or VECTASTAIN® ABC kit, #PK‐4001, Vector Laboratories). For morphological analyses, one slide for each xenograft was stained with hematoxylin and eosin. Histological and histomorphometric analyses were carried out with Nikon 90i Eclipse with a plan Fluor 40x DIC M, N.A. 0.75, Refractive Index: 1. Images of 2560 × 1920 pixels were collected using a Nikon DS‐U2/L2 USB digital camera and rendered using NIS Elements software (Nikon).

### 2.7 Microarray experiment and data analysis

Gene expression profiles of two biological replicates from A673pTERshEWS::FLI1 and A673pTERshCD99 cells were assessed by microarray profiling using Human Gene Expression Microarrays (SurePrint G3 Human Gene Expression v3 8 × 60K Microarray Kit, #G4851C, Agilent Technologies) according to the manufacturer's procedures. Images at 5 μm resolution were generated by the Agilent scanner and Feature Extraction 10.5 software (Agilent Technologies) was used to obtain raw expression data, which were quantile‐normalized and log_2_‐transformed using single‐channel Agilent microarray pre‐processing analysis by the limma Bioconductor package.^20^ To explore the transcriptional dynamics of CD99 or EWS::FLI1 expression we performed time course differential expression analysis (D0, D1, and D2) implemented in the limma package.^20^ We set up the matrix design to identify which genes responded differently over time as follow: DEG < ‐ makeContrasts (“DOX + vs. CTR,” “D1 vs. D0,” “D2 vs. D1,” levels = design). Genes whose expression changed over time (from up‐regulated to down‐regulated or vice versa) after DOX removal at D1 and D2, were considered significant at *p*‐values ≤0.05 and absolute |log_2_FC |>1. Heatmap of their expression was visualized by ComplexHeatmap R package. Two published microarray‐based data related to gene expression profile of TC‐71 and IOR/BRZ Ewing sarcoma cells stably modified for CD99 expression (GSE10993^9^) were used to test the robustness of the A673pTERshCD99 signature. Raw data were quantile‐normalized and log_2_‐transformed using single‐channel Agilent microarray pre‐processing analysis by limma Bioconductor package.^20^ To investigate the role of the A673pTERshCD99 signature in EwS models, we also considered two in silico microarray gene expression datasets: 1) UET‐13 cells exploiting tetracycline‐inducible system for EWS::FLI1 expression (GSE8665^13^) and 2) EWS::FLI1‐silenced EwS cell lines (GSE7007^16^). Raw CEL file data were normalized using robust multi‐array average normalization (RMA) and log_2_ transformed. Unsupervised hierarchical clustering (HC) using the Pearson correlation as distance measure and Ward.D2 as clustering method was adopted. Z‐scores of log_2_ transformed expression values were displayed by the ComplexHeatmap R package.^21^ Clustering of differentially expressed genes was performed using short‐time series expression miner algorithm (STEM).^22^ Log_2_ gene expression values were used for clustering with default parameter settings, except for the minimum correlation of profile, which was set to 0.9, to group similar expression profiles. The clusters were displayed as transcript‐wise Z score of log_2_ expression values using ggplot2 R package.^23^ Functional analysis of the differentially expressed genes over time was performed by gene set enrichment analysis (GSEA)^24^ using a continuous phenotype label to analyze time series data and the Molecular Signature Database (MSigDB 2023.1 released) c2.all.v7.0.symbols.gmt signature. For time series data, Pearson's correlation was selected in the metric for ranking genes. The most relevant gene sets were selected considering a normalized enrichment score (NES) ≥ 1.8 and a *p*‐value ≤0.01.

### 2.8 Statistical analyses

Statistical analyses were performed using non‐parametric tests (Kruskal–Wallis for unpaired data and Mann–Whitney *U* test for unpaired two‐group data). For in vivo studies, multiple comparisons statistical analyses were performed using two‐way ANOVA with Bonferroni post‐test; unpaired *t* test with Welch's correction was used for comparison between two groups having variances significantly different. The values were expressed as mean ± SD. The differences with *p* < 0.05 were considered statistically significant. GraphPad Prism version 10 was used for statistical analyses. The R2 Genomics Analysis and Visualization platform (Academic Medical Center, Amsterdam, The Netherlands; R2: Genomics Analysis and Visualization Platform; http://r2.amc.nl) was used to generate Kaplan–Meier overall survival (OS) curves. We used “Mixed Ewing Sarcoma—Savola—117—MAS5.0—u133p2” (GSE17618 dataset) and “Tumor Ewing Sarcoma (Core Transcript)—Dirksen—85—rma_sketch—huex10t” (GSE63157^25^). The R2 generated “scan” cut‐off modus was used to determine the threshold point that most significantly separates high relative gene expression versus low relative gene expression. All factors significantly associated with OS in univariate analysis were entered into a Cox proportional hazards model multivariate analysis. Values of 95% confidence intervals (CI) of hazard ratios (HR) were provided.^26^

## 3 RESULTS

### 3.1 Generation of shEWS::FLI1 or shCD99 inducible A673 models

To investigate whether and how EWS::FLI1 and CD99 interacted in the regulation of gene expression, we created variants of the A673 EwS cell line using a tetracycline‐inducible shRNA system targeting EWS::FLI1 or CD99 transcripts (named A673pTERshEWS::FLI1 or A673pTERshCD99, respectively). Silencing of EWS::FLI1 or CD99 was obtained by adding DOX to the culture medium for two days and then collecting the cells (day 0, D0). Rescue time‐dependent experiments were then performed from day 1 to day 14 by withdrawing DOX from the culture medium (D1 to D14). The experimental approach is summarized in Figure 1A. At the transcriptional level, silencing was quickly reversed, after 24 h (D1) for CD99 and after 48 h (D2) for EWS::FLI1 (Figure 1B); at the protein level, expression of EWS::FLI1 and CD99 was completely restored after 6 days (D6, Figure 1C).

**FIGURE 1:**
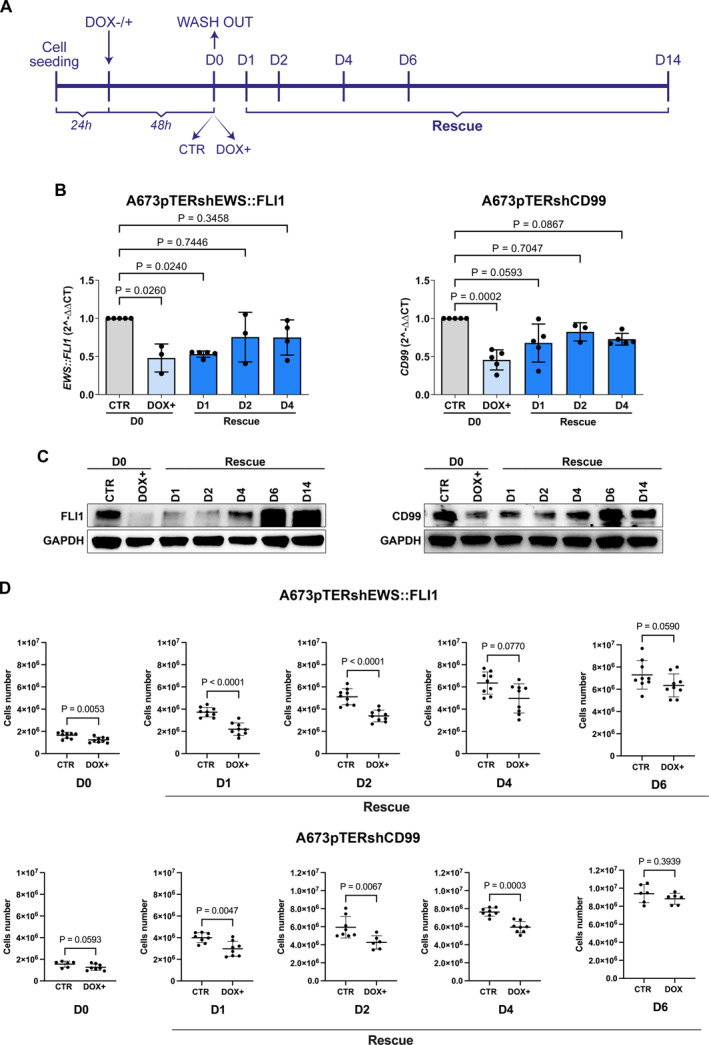
Inducible A673 in vitro models expressing shEWS::FLI1 or shCD99. (A) Schematic representation of the experimental design. (B) Expression level of *EWS*:*:FLI1* and *CD9*9 by RT‐qPCR in A673pTERshEWS::FLI1 and A673pTERshCD99 cells respectively at the indicated time point. Data are expressed as mean ± SD (Kruskal–Wallis test). (C) Protein expression by Western Blot of FLI1 and CD99 in A673pTERshEWS::FLI1 and A673pTERshCD99 respectively; GAPDH was used as a loading control. Representative blots from three independent experiments are shown. (D) Inhibition of in vitro proliferation of A673pTERshEWS::FLI1 and A673pTERshCD99 cells after doxycycline (DOX) induced gene silencing (D0) and after DOX withdrawal from D1 to D6 (rescue). Data are expressed as mean ± SD, statistical comparisons were made by the Mann–Whitney *U* test.

Knock‐down (KD) of both EWS::FLI1 and CD99 significantly impaired EwS cell growth in vitro (Figure 1D) and tumor growth in vivo (Figure 2). NSG mice bearing measurable s.c. A673pTERshEWS::FLI1 or A673pTERshCD99 tumors were randomized to receive or not DOX in the drinking water (Figure 2A). As long as DOX was present, the expression of EWS::FLI1 or CD99 was silenced, and tumors grew significantly less than untreated controls (Figure 2B,C). When DOX was withdrawn, the expression of EWS::FLI1 and CD99 was rescued (Figure 3), tumor growth restarted and became similar to that of controls (Figure 3A,B).

**FIGURE 2:**
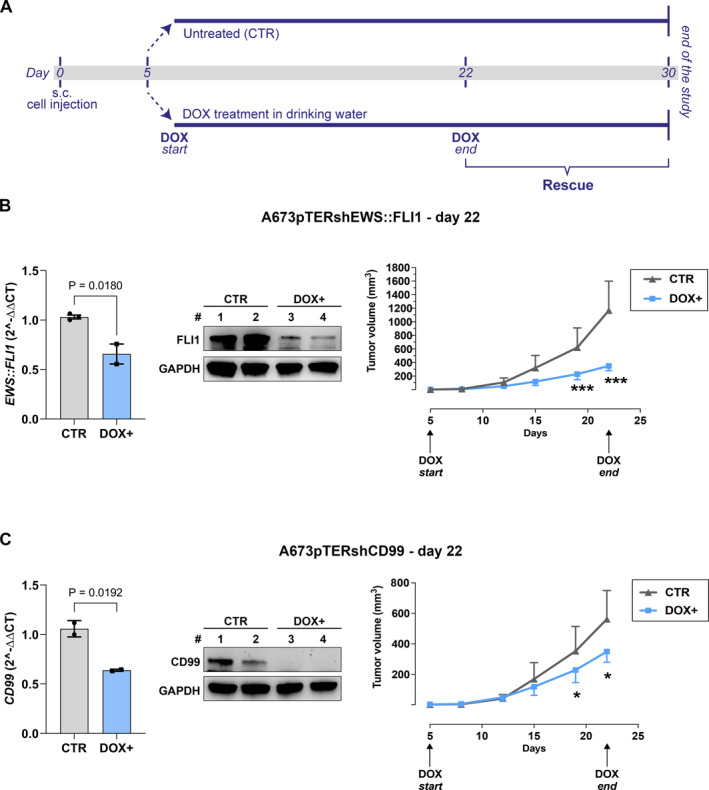
Inhibition of tumor growth in inducible silencing of EWS::FLI1 or CD99. (A) In vivo experimental design. Tumor growth was measured during doxycycline (DOX) treatment from day five and to day 22 after cell injection, when 2‐3 mice per group were used to evaluate gene and protein expression. (B) From left to right: *EWS*:*:FLI1* mRNA expression analysis by RT‐qPCR in A673pTERshEWS::FLI1 xenografts with or without DOX induction, each bar represents the mean ± SD, (unpaired *t* test); FLI1 protein expression by Western Blot in A673pTERshEWS::FLI1 xenografts with or without DOX induction, GAPDH was used as a loading control; growth of A673pTERshEWS::FLI1 tumors, each point represents mean tumor volumes (*n* = 8), bars indicate SD (***p < 0.0001, two‐way ANOVA with Bonferroni post‐test). (C) From left to right: *CD99* mRNA expression analysis by RT‐qPCR in A673pTERshCD99 xenografts with or without DOX induction, each bar represents the mean ± SD, (unpaired *t* test); CD99 protein expression by Western Blot in A673pTERshCD99 xenografts with or without DOX induction. GAPDH was used as a loading control; tumor growth of A673pTERshCD99 cells, each point represents mean tumor volumes (*n* = 8), bars indicate SD (*p < 0.05, two‐way ANOVA with Bonferroni post‐test).

**FIGURE 3:**
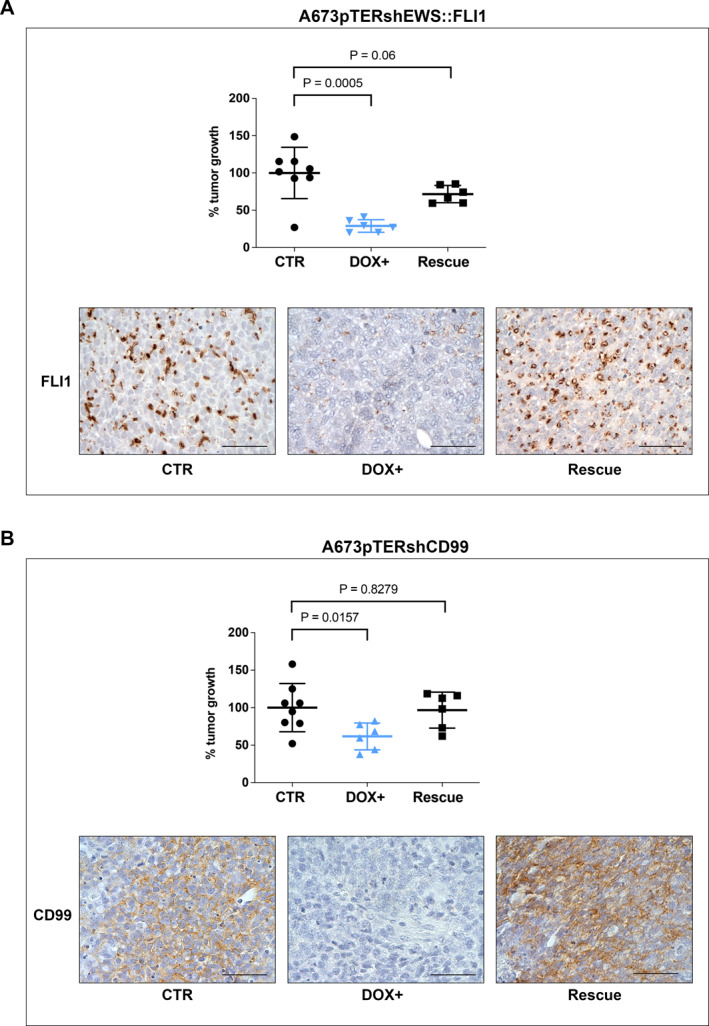
Rescue of tumor growth and protein level after doxycycline withdrawal. (A) A673pTERshEWS::FLI1; (B) A673pTERshCD99. Six mice per group were followed before and after doxycycline (DOX) removal. Each point represents percent tumor growth over the mean tumor volume of untreated control mice at the corresponding time points, values were significantly lower during DOX treatment, but not significantly different from untreated mice after DOX removal (Rescue, unpaired *t* test with Welch's correction), lines represent mean ± SD. Immunohistochemistry staining of FLI1 in A673pTERshEWS::FLI1, and of CD99 in A673pTERshCD99 are shown (scale bar, 50 μm).

### 3.2 CD99‐mediated transcriptome participates with EWS::FLI1‐mediated gene expression to the regulation of EwS malignancy

Transcriptome profiles of A673pTERshEWS::FLI1 and A673pTERshCD99 were generated by microarray‐based gene expression technology. 

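A673 is an Ewing sarcoma cell line that carries EWS::FLI1, and doxycycline (DOX) induces an shRNA against EWS::FLI1 in A673pTERshEWS::FLI1 and against CD99 in A673pTERshCD99. RNA of both models was hybridised to 1-colour Agilent arrays in 4 states: untreated cells (CTR), cells after 48 h of DOX at 2 μg/mL (D0, DOX+), and cells 24 h (D1) and 48 h (D2) after DOX removal. Each state had 2 replicates, called A and B here, of which the labels number only B, which gives 16 arrays with 58201 probes each. No array held cells treated with DOX without an shRNA against these targets, and D1 and D2 had no untreated array of their own. Replicate A of A673pTERshCD99 was hybridised on slide 1, replicate A of A673pTERshEWS::FLI1 on slide 3 and replicate B of both models on slide 2, so that replicate and slide cannot be told apart within a model. The authors' deposited values are log2 signals that were background-corrected by normexp with an offset of 0 and quantile-normalized within each model, as recomputation from the scanner output showed within 0.001 for all 57901 probes compared. The values given at the claims came from the scanner's median signals, corrected by normexp with an offset of 16, quantile-normalized over the 16 arrays and taken to log2. A probe was kept when it was well above background on both arrays of at least 1 state, and each gene was read by its brightest probe, which left 28012 features, 16835 of them with a gene name. The 16 arrays were fitted together in limma with 1 mean per state and model, so that 8 residual degrees of freedom measured the spread, and adjusted p-values are Benjamini-Hochberg values over the 28012 features. Gene lists, fixed before the data were examined but written with the study's own tables of changed genes (Tables S2 to S5) seen, were tested with camera, and their p-values were adjusted over the lists and both models, or over the 23 lists for the difference between the models. Between 51.9% and 61.6% of the probes on an array were well above background, and the number of arrays limits the precision of each value.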

At D0, the silencing of EWS::FLI1 modulated the expression of 554 genes: 326 genes were upregulated and 228 were downregulated (Table S2). 

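With the shRNA against EWS::FLI1 induced, NNMT, KLHDC7B, ULK4, GDAP1L1 and GUCY1A2 rose at D0, the 5 features with an adjusted p under 0.05. NNMT, nicotinamide N-methyltransferase, lies on chromosome 11 of GRCh38.p14 from 114257806 to 114313536. Its log2 signal rose from 5.96 ± 0.12 (SD, n = 2 arrays) in CTR cells to 8.91 ± 0.37 (SD, n = 2) at D0, a log2 fold change of 2.95 (standard error 0.23, adjusted p = 0.00171). KLHDC7B, a kelch domain protein, rose by 3.11 and ULK4, of the ULK family of kinases, by 2.91 on the log2 scale (adjusted p = 0.011 for each). GDAP1L1, related to a mitochondrial protein of neurons, rose by 2.41 (adjusted p = 0.00573), and GUCY1A2, a subunit of guanylate cyclase that is named after its values were seen, by 2.20 (adjusted p = 0.00329). With each model fitted alone or without the 4 replicate B arrays of A673pTERshCD99 the 5 calls were lost; of the other alternatives none cost NNMT its call, the quantile-normalized processed signal cost that of GUCY1A2, either processed signal and leaving out the CTR array of replicate A that of GDAP1L1, these 3 and leaving out either DOX+ array that of KLHDC7B, and leaving out any one of the CTR and DOX+ arrays that of ULK4, while GDAP1L1 and GUCY1A2 were not tested with probes well above background on all 16 arrays.
At the paper's threshold, an unadjusted p of at most 0.05 and an absolute log2 fold change above 1, 208 features were higher and 125 were lower, 333 in all. In simulated data without any change, with each feature's spread from the fit without a block, 330 features passed this threshold (mean of 20 draws). The simulated arrays were independent, while arrays of the same letter deviated together here, with correlations of 0.52 to 0.83 between states. D0 minus CTR takes out such a shared part, so 330 may overstate the number that passes by chance. Among the features past it whose D0 arrays both lay above both CTR arrays, the 8 highest values were those of KLHDC7B, NNMT and ULK4 given above, and 4.34 for PTX3, a secreted pattern recognition protein, 3.72 for NUPR1, a stress-induced nuclear protein, 3.69 for NM_021013, which was not matched to a gene name, 2.76 for GDF15, a stress-induced cytokine, and 2.59 for S100P, a calcium-binding protein (adjusted p from 0.321 to 0.938); PTX3 and S100P passed an adjusted p under 0.05 with the replicate as a block. Among the lowest values were −2.47 for XR_424364, not matched to a gene name, −2.04 for FAM111B, −1.76 for PCSK2, a prohormone convertase, −1.73 for PRSS35, −1.70 for MYB, −1.70 for E2F8, an E2F family member, and −1.58 for ABCD3, a peroxisomal transporter (adjusted p from 0.614 to 0.96). Of 7 measured markers of epithelial cells all were above 0, with a median log2 fold change of 0.52 (camera, adjusted p = 0.004, and adjusted p = 0.0588 with an estimated correlation; the median was 0.19 without the DOX+ array of replicate B and 0.37 without the CTR array of replicate A, where the call was lost), while markers of blood and endothelial cells had medians of 0.10 (adjusted p = 0.854) and 0.23 (adjusted p = 0.504).
An unadjusted p under 0.05 was found for 1322 features, against 1401 expected by chance, and with the replicate, which is also the slide, as a block for 3345, where 490 features passed the paper's threshold (305 higher, 185 lower) and 18 had an adjusted p under 0.05, while the scanner's processed signal gave 898 at the paper's threshold when scaled to the 75th percentile and 823 after quantile normalization, and the authors' deposited values gave 580. At an adjusted p under 0.05 there were 9 features without the DOX+ array of replicate A (919 at the paper's threshold), 3 without that of replicate B, 3 with the quantile-normalized processed signal or with probes well above background on all 16 arrays, and 0 with each model fitted alone or without the 4 replicate B arrays of A673pTERshCD99.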

The silencing of CD99 induced gene expression modulation of 920 genes, 555 were upregulated and 365 genes were downregulated (Table S3), thus confirming that both molecules impacted the EwS transcriptional landscape. 

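On the arrays labelled A673pTERshCD99, whose CD99 probe showed no detected change on DOX, 16 features rose and 1 fell at D0 at an adjusted p under 0.05, and the 5 called in A673pTERshEWS::FLI1 were among those that rose. KLHDC7B lies on chromosome 22 of GRCh38.p14 from 50545899 to 50551023. Its log2 signal rose from 6.57 ± 0.31 (SD, n = 2 arrays) in CTR cells to 10.95 ± 0.08 (SD, n = 2) at D0, a log2 fold change of 4.38 (standard error 0.34, adjusted p = 0.00163). The next largest rises were 3.17 for IL20RB, a cytokine receptor subunit (adjusted p = 0.0234), 3.06 for ULK4 (adjusted p = 0.00626), 2.54 for TMEM63C, a membrane protein (adjusted p = 0.0327), 2.40 for GDAP1L1, 2.35 for the antisense RNA LURAP1L-AS1 and 2.34 for CCPG1, an endoplasmic reticulum protein (adjusted p from 0.00591 to 0.00626). NNMT rose by 2.14 (adjusted p = 0.00631). Each of these calls was lost without the DOX+ array of replicate A and without the CTR array of replicate B, and all but those of KLHDC7B and GDAP1L1 also without the CTR array of replicate A; IL20RB and TMEM63C lost theirs without the DOX+ array of replicate B as well, IL20RB without either D1 array of A673pTERshEWS::FLI1, TMEM63C without any one D1 array, with the authors' deposited values and with probes well above background on all 16 arrays, LURAP1L-AS1 with either processed signal and GDAP1L1 with the quantile-normalized one. NASP, a histone chaperone, fell by 1.84 (adjusted p = 0.0496), a call kept only with an offset of 50, the mean of a gene's probes, the replicate block and without either D2 array of A673pTERshCD99 (adjusted p from 0.0195 to 1 over the alternatives).
At the paper's threshold 470 features were higher and 291 were lower, 761 in all. In simulated data without any change, 345 features passed this threshold (mean of 20 draws). These draws too lacked the shared deviation of arrays with the same letter, so 345 may overstate the number that passes by chance. Among the features past it whose D0 arrays both lay below both CTR arrays, the lowest values were −2.96 for XR_424364, −2.54 for BHLHE22, a neural transcription factor, −2.36 for CDC45 and −2.20 for ORC1, both needed to start DNA replication, −2.29 for GFRA2, a receptor of neurturin, −2.12 for RRM2, a subunit of ribonucleotide reductase, −2.12 for MSMO1, an enzyme of cholesterol synthesis, and −2.08 for PRSS35 (adjusted p from 0.267 to 0.514). PTX3 had a log2 fold change of 4.69 (adjusted p = 0.0859) and NUPR1 of 4.97 (adjusted p = 0.388). With the replicate as a block these 2 and XR_424364, BHLHE22, CDC45, ORC1 and PRSS35 passed an adjusted p under 0.05. Of the features past the paper's threshold in each model, 141 were higher and 70 lower in both, where 3.49 and 1.3 would be shared by chance (hypergeometric test, one-sided, p = 7.03e-206 and 1.48e-107), and 0 were opposite. The test treats features as independent, and replicate B of both models shares slide 2, so these p-values do not measure replication between the models.
An unadjusted p under 0.05 was found for 2634 features, against 1401 expected by chance, and with the replicate as a block for 5817, where 1240 features passed the paper's threshold (777 higher, 463 lower) and 299 had an adjusted p under 0.05 (215 higher, 84 lower), while the processed signal gave 1679 at the paper's threshold when scaled to the 75th percentile and, after quantile normalization, 1844 with more lower (989) than higher (855). The block pairs the DOX+ array of replicate B with the other replicate B arrays. Over genes that separate the replicates that array stood with replicate A, so the pairing is in doubt. Without the DOX+ array of replicate A 382 features passed the paper's threshold and 0 an adjusted p under 0.05, without the CTR array of replicate B 409 and 0, and without the CTR array of replicate A 1283 and 4, and the adjusted count was 9 without the DOX+ array of replicate B, 10 without either D1 array of A673pTERshEWS::FLI1 or with the authors' deposited values, 5 with probes well above background on all 16 arrays, 26 with a trended and robust variance, and 0 with each model fitted alone or without the 4 arrays of replicate B.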

The analysis of genes modulated in response to dynamic silencing/re‐expressing of EWS::FLI1 or CD99, identified 221 or 427 differentially expressed genes, respectively (Figure 4A,B, and Tables S4 and S5), 92 of which were in common (Figure S1 and Tables S6).

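Part of the genes that stood higher or lower on DOX changed the opposite way within a day of its removal in both models. Counted were features past the paper's threshold at D0 whose change from D0 to D1 had the opposite sign with an unadjusted p of at most 0.05. The paper's methods ask for a change of direction at D1 and D2 with the same p and an absolute log2 fold change above 1, and contrast D2 with D1. With these limits but D2 taken against D0, there were 107 in A673pTERshEWS::FLI1, 218 in A673pTERshCD99 and 63 shared when asked at both times. When asked at either time there were 186, 449 and 113. In A673pTERshEWS::FLI1 133 features were higher at D0 and then lower and 65 the reverse, 198 in all, and in A673pTERshCD99 318 and 194, 512 in all. The models shared 124 of them, 89 higher and 35 lower at D0, where 3.62 would be shared by chance (exact one-sided hypergeometric test over 28012 features, p = 4.87e-168). That test treats features as independent, and replicate B of both models shares slide 2, so its p-value does not measure replication between the models. Among the shared features, KLHDC7B fell from D0 to D1, with log2 changes of −3.7 in A673pTERshEWS::FLI1 (adjusted p = 0.00303) and −4.6 in A673pTERshCD99 (adjusted p = 0.000537). GDAP1L1 fell by 3.40 (adjusted p = 0.000504) and 3.16 (adjusted p = 0.000537), NNMT by 2.99 (adjusted p = 0.000737) and 2.01 (adjusted p = 0.0135), and ULK4 by 2.92 (adjusted p = 0.013) and 2.83 (adjusted p = 0.0135). IL20RB had changes of −2.79 (adjusted p = 0.0745) and −3.03 (adjusted p = 0.0271), and S100P of −2.11 (adjusted p = 0.408) and −2.56 (adjusted p = 0.158), and with the replicate as a block both passed an adjusted p under 0.05 in both models. GDF15 had changes of −3.53 and −3.47, and the S-phase markers RRM2 and E2F8 of 2.11 and 1.66 in A673pTERshEWS::FLI1 and of 2.18 and 1.55 in A673pTERshCD99 (adjusted p from 0.209 to 0.469). From D0 to D1, 7 features fell and 0 rose at an adjusted p under 0.05 in A673pTERshEWS::FLI1, where 1502 had an unadjusted p under 0.05, and 20 fell and 0 rose in A673pTERshCD99, where 2712 did; with the replicate as a block 74 fell and 11 rose in A673pTERshEWS::FLI1 and 282 fell and 130 rose in A673pTERshCD99. From D1 to D2 limma called 0 features in either model at an adjusted p under 0.05, and 308 and 459 had an unadjusted p under 0.05.
Both changes use the same D0 arrays, so that 28.1% of the features past the threshold in A673pTERshEWS::FLI1 and 29.2% in A673pTERshCD99 reversed in simulated data without any change, against 59.5% and 67.3% here, and with separate D0 arrays for the 2 changes (6.25% and 6.49% in simulated data) 94 of 334 (28.1%) or 118 of 919 (12.8%) features reversed in A673pTERshEWS::FLI1, 252 of 833 (30.3%) or 203 of 382 (53.1%) in A673pTERshCD99, and 58 or 50 in both. The simulated arrays lacked the shared deviation of arrays with the same letter. With the replicate as a block the counts were 905 in A673pTERshCD99 and 188 shared; the processed signal gave 397, 885 and 201 shared when scaled to the 75th percentile and 395, 1045 and 197 after quantile normalization; the authors' deposited values gave 320 in A673pTERshEWS::FLI1; reversal at both D1 and D2 gave 323 in A673pTERshCD99 and 78 shared, and reversal with no p limit 328 in A673pTERshEWS::FLI1 and 206 shared; without the DOX+ array of replicate A of A673pTERshEWS::FLI1 there were 541 and 206 shared, without its CTR array of replicate B 82 shared, and in A673pTERshCD99 207 (68 shared) without the DOX+ array of replicate A, 236 (71 shared) without the CTR array of replicate B, 794 without the CTR array of replicate A, 271 without the D1 array of replicate B and 282 without the 4 arrays of replicate B.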

**FIGURE 4:**
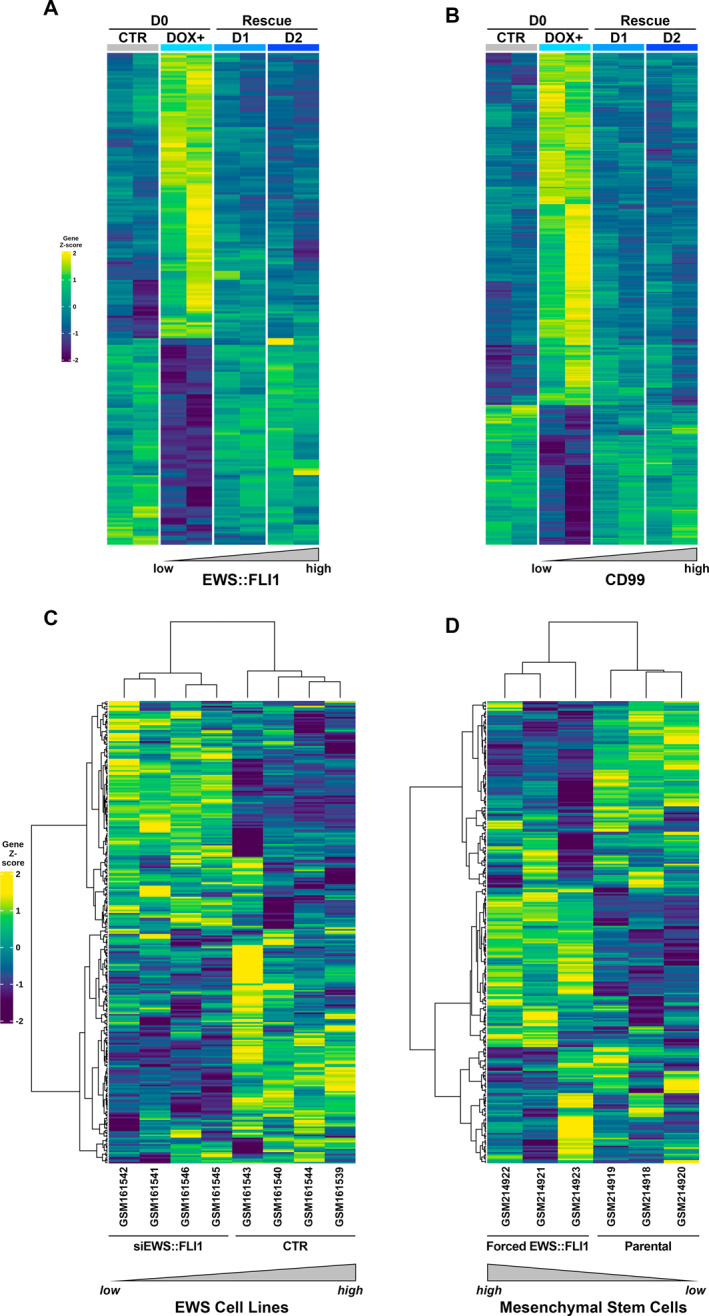
Heatmap visualization of genes whose expression changed over time in response to dynamic silencing/re‐expressing of EWS::FLI1 or CD99 and contribution of A673pTERshCD99 signature to EwS phenotype. (A) A673pTERshEWS::FLI1 cells and (B) A673pTERshCD99 cells. Control cells (CTR) were compared to doxycycline (DOX) treated cells at D0 and cells undergoing rescue at D1 and D2 with an increasing expression from low to high of EWS::FLI1 or CD99, respectively. (C) Unsupervised Hierarchical clustering using A673pTERshCD99 signature was applied to in silico datasets generated from two EWS::FLI1‐silenced EwS cell lines EW24 and SKNMC; and to (D) human bone marrow‐derived mesenchymal progenitor cells UET‐13 with ectopic expression of EWS::FLI1 fusion. The hierarchical clustering algorithm recognized two distinct clusters in both EWS::FLI1‐silenced cell lines compared to controls, and in UET‐13 with forced expression of EWS::FLI1 compared to UET‐13 parental cells. In the matrix, each row represents a gene, and each column represents a sample. The color scale illustrates the relative expression levels (z‐score) of gene across all samples: blue represents the expression level above the mean and yellow represents the expression lower than the mean.

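The probe for CD99, the surface glycoprotein targeted in A673pTERshCD99, showed no detected change after DOX on the arrays labelled A673pTERshCD99, while the FLI1 probe read lower at D0 than in CTR cells in each replicate of both models. CD99 lies on chromosome X of GRCh38.p14 from 2691295 to 2741309 and was read by 1 probe (NM_002414). Its log2 fold change at D0 was 0.41 in A673pTERshCD99 (standard error 1.44, adjusted p = 0.942) and −0.54 in A673pTERshEWS::FLI1 (standard error 1.44, adjusted p = 0.999). In replicate A of A673pTERshCD99 its log2 signal was 13.47 in CTR cells, 12.98 at D0, 13.18 at D1 and 13.47 at D2. In replicate B of this model it was 11.96 in CTR cells, 13.27 at D0, 11.17 at D1 and 10.61 at D2. In A673pTERshEWS::FLI1 the CD99 signal in these states was 11.88, 10.83, 10.96 and 10.99 in replicate A. It was 13.71, 13.68, 13.82 and 14.21 in replicate B. FLI1, whose 3′ part is retained in EWS::FLI1, lies on chromosome 11 from 128685132 to 128813267. Its log2 signal was 10.43 ± 0.09 (SD, n = 2 arrays) at D0 and 11.13 ± 0.08 (SD, n = 2) in CTR cells of A673pTERshEWS::FLI1, a log2 fold change of −0.70 (standard error 0.39, adjusted p = 0.999). In A673pTERshCD99 it was 10.33 ± 0.18 (SD, n = 2) at D0 and 11.28 ± 0.34 (SD, n = 2) in CTR cells, a log2 fold change of −0.95 (standard error 0.39, adjusted p = 0.503). Within the replicates, FLI1 differed by −0.81 and −0.58 in A673pTERshEWS::FLI1 and by −0.83 and −1.06 in A673pTERshCD99. EWSR1 had log2 fold changes of −0.25 in A673pTERshEWS::FLI1, where 2 other probes gave −0.32 and −0.18, and of −0.24 in A673pTERshCD99, where they gave −1.01 and 0.23. The sign of the CD99 value turned when arrays were left out. In A673pTERshCD99 it was −0.35 without the CTR array of replicate B and −0.49 without the 4 arrays of replicate B. In A673pTERshEWS::FLI1 it was 0.89 without the DOX+ array of replicate A and 0.38 without the CTR array of replicate B. Without the DOX+ array of replicate B it was −1.96 there. Leaving out 1 array sets a lone replicate against the mean of both, so such values also hold the difference between the replicates. Within each replicate of A673pTERshEWS::FLI1, CD99 was not higher at D0 than in CTR cells. EWSR1 was 0.02 in A673pTERshEWS::FLI1 without the DOX+ array of replicate B and 0.05 in A673pTERshCD99 without the 4 arrays of replicate B. The paper shows silencing on DOX and its reversal by RT-qPCR and protein (Fig. 1B, C), which were not analysed here.

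**Figure D1:**
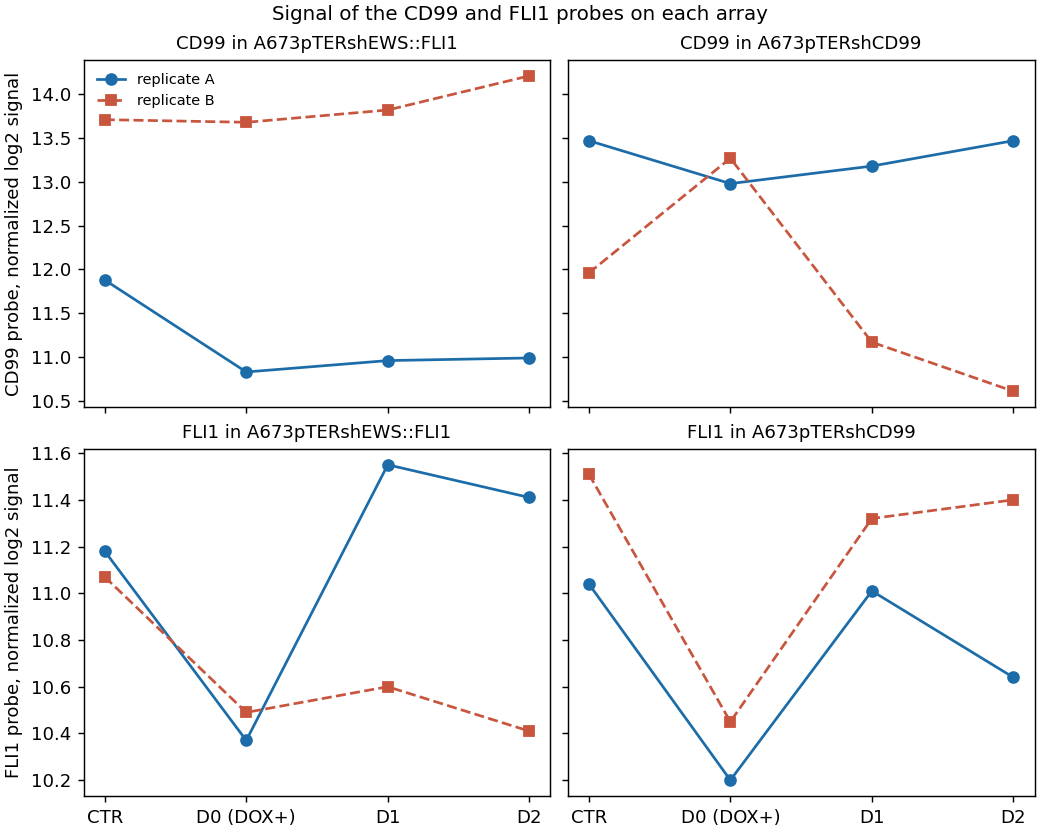
Normalized log2 signal of the CD99 and FLI1 probes on each array (y axis) in CTR, D0, D1 and D2 cells (x axis) of A673pTERshEWS::FLI1 and A673pTERshCD99; each point is 1 array, lines join the arrays of replicate A or B, and the y axes do not start at 0. In replicate B of A673pTERshCD99, CD99 stood at 13.27 at D0, above 11.96 in CTR cells and 11.17 at D1.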

The CD99‐associated gene signature of 427 genes was validated in the TC‐71 and IOR/BRZ EwS cell lines and CD99‐silenced variants.^9^ In particular, unsupervised HC showed that the gene signature obtained from the dynamic silencing of CD99 in A673pTERshCD99 cells was able to distinguish TC‐71 and IOR/BRZ parental cells from their CD99‐silenced variants (Figure S2). Next, to evaluate the contribution of the A673pTERshCD99 signature to EWS::FLI1‐mediated transcriptome, we used two independent, previously published datasets of the transcriptome associated with EWS::FLI1‐silencing in EwS cell lines,^16^ or with forced expression of EWS::FLI1 in mesenchymal stem cells.^13^ Applying unsupervised HC, we found that the A673pTERshCD99 signature generated in vitro in response to dynamic silencing/re‐expression of CD99, was able to distinguish EW24 and SK‐N‐MC cell lines silenced for EWS::FLI1 from control (Figure 4C). The CD99 signature also yielded a clear separation of mesenchymal stem cells overexpressing EWS::FLI1 from parental cells (Figure 4D), thus suggesting that a CD99 signature can recognize EWS::FLI driven cells.

### 3.3 Clustering of differentially expressed genes

We then employed the short time‐series expression miner (STEM) algorithm to group the differentially expressed genes identified in the A673pTERshEWS::FLI1 or A673pTERshCD99 models into time‐dependent gene clusters.

In A673pTERshEWS::FLI1 we detected eight significant expression profiles (Figure S3A and Table S7), which were grouped into four expression clusters. Cluster 1 (97 genes) and Cluster 2 (22 genes) included genes upregulated when EWS::FLI1 was silenced, which were downregulated as soon as the fusion oncogene was re‐expressed, while Cluster 3 (69 genes) and Cluster 4 (11 genes) contained downregulated genes in the silencing condition that became upregulated as soon as EWS::FLI1 was active again (Figure 5A). 

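The genes of Clusters 1 and 2 stood higher and those of Clusters 3 and 4 lower at D0 on the arrays of both replicates, and the medians of their changes from D0 to D1, which share the D0 arrays, had the opposite sign. Of the genes of Cluster 1, 92 were tested, all 92 were higher at D0, with a median log2 fold change of 1.18, and 4 had an adjusted p under 0.05, or 12 with the replicate as a block. All 21 tested genes of Cluster 2 were higher, with a median of 1.36, and changed by a median of −2.11 from D0 to D1. Of Cluster 3, all 61 tested genes were lower, with a median of −1.07 at D0 and a change of 0.94 from D0 to D1. All 11 genes of Cluster 4 were lower at D0, with a median of −0.86, and their change from D0 to D1 was 1.20. Of its named members, LIPI, a lipase, had a log2 fold change of −1.08 at D0 and 1.06 from D0 to D1, IGSF10, of the immunoglobulin superfamily, −0.86 and 1.24, and LOXHD1 −0.60 and 0.16 (adjusted p = 0.999 at D0 for each). The paper's text prints IGF10 where its tables list IGSF10; IGF1, a growth factor, had a log2 fold change of 0.01 at D0 (adjusted p = 1). At the paper's threshold stood 55, 17, 31 and 0 genes of Clusters 1 to 4 at D0, and 71, 18, 43 and 1 had an unadjusted p of at most 0.05. The study chose these genes on the same arrays, so their directions are not independent evidence. Without the CTR array of replicate A, LOXHD1 was 0.11 at D0, and without the DOX+ array of replicate B LOXHD1 was 0.30 and IGSF10 0.18, while IGF1 was −0.98 without the DOX+ array of replicate A and −0.41 without the CTR array of replicate B.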

To identify classes of genes that were functionally associated with the four clusters, we performed GSEA and identified 16 top gene sets (NES >1.8, *p* < 0.01; Table S8). 

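With the shRNA against EWS::FLI1 induced, cell cycle genes were lower as groups at D0 and genes of the integrated stress response higher, and these calls were lost with an estimated correlation. Of 50 measured G1/S and DNA replication genes that DREAM and E2F control, all 50 had a log2 fold change below 0, with a median of −0.99 (camera, adjusted p = 1.43e-37, and adjusted p = 0.0588 with an estimated correlation). An unadjusted p under 0.05 was found for 32 of them, 20 were lower when adjusted over the list alone and 0 over all features. MCM3, a subunit of the replicative helicase, had a log2 fold change of −1.29 (adjusted p = 0.699). All 67 measured G2/M genes bound by MuvB, B-MYB and FOXM1 were below 0, with a median of −0.71 (camera, adjusted p = 5.66e-32, and adjusted p = 0.0588 with an estimated correlation); 27 had an unadjusted p under 0.05 and 0 were lower when adjusted over the list alone. ANLN, a cytokinesis protein, had a log2 fold change of −1.28 (adjusted p = 0.657) and KIF23, a mitotic kinesin, of −0.93 (adjusted p = 0.614). Of 46 measured genes of the integrated stress response, 42 were above 0, with a median of 0.76 (camera, adjusted p = 6.54e-21, and adjusted p = 0.0588 with an estimated correlation); 22 had an unadjusted p under 0.05, and 14 were higher when adjusted over the list alone.
Among the genes shown for the HDAC sets in Fig. 5B, 11 of 11 passed the paper's threshold upwards, with a median log2 fold change of 1.67, and 7 of them stand on the stress response list: INHBE, an inhibin subunit induced by stress, had 2.15, TRIB3, a pseudokinase of the same response, 1.88, DDIT3, a stress-induced transcription factor, 1.85 and CHAC1, which degrades glutathione, 1.67 (adjusted p from 0.608 to 0.999). Of the 22 genes shown for the DREAM set, all were below 0, 15 passed the paper's threshold and the median was −1.11. The study chose these genes on the same arrays, so their directions are not independent evidence, and the full HDAC and DREAM sets were not used here. The stress response list was written with the study's tables of changed genes seen, so its overlap with these genes is not independent evidence either. The self-contained test fry called the G1/S, G2/M and stress response lists (adjusted p = 0.0318, 0.0318 and 0.022). Within replicates A and B the G1/S genes had medians of −0.64 and −1.35 and the G2/M genes of −0.44 and −1, and without the DOX+ array of replicate B the medians were −0.63 and −0.45.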

Genes belonging to Cluster 1 and Cluster 2 were enriched in epigenetic processes, such as histone deacetylase (HDAC) targets,^27^, ^28^ while genes of Cluster 3 were enriched in targets of the dimerization partner, RB‐like, E2F, and multi‐vulval class B (DREAM) complex, a protein complex responsible for the regulation of cell cycle‐dependent gene expression^12^, ^29^ (Figure 5B). Cluster 4 contained genes like LIPI, IGF10, and LOXHD1, which are known to be directly modulated by EWS::FLI1.^30^, ^31^, ^32^

**FIGURE 5:**
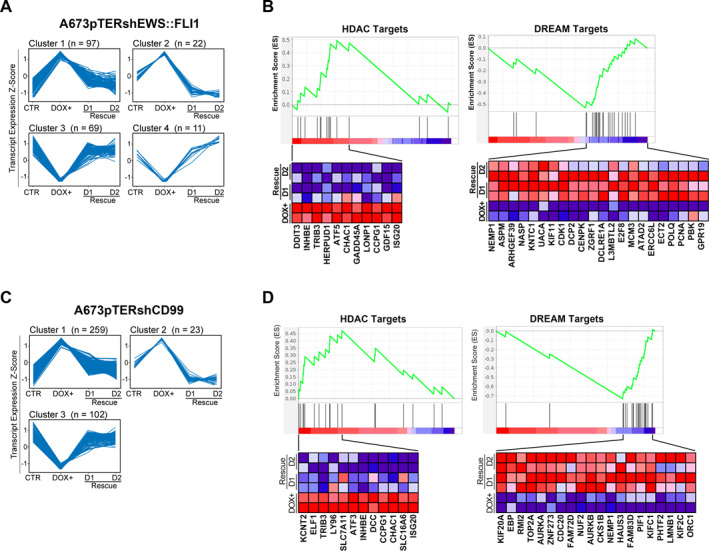
STEM algorithm and GSEA identified temporal expression patterns and functional roles into peculiar biological processes. (A) Four expression clusters were detected during silencing and re‐expression of EWS::FLI1. Clusters 1 and 2 showed genes that were upregulated when EWS::FLI1 was silenced and repressed after EWS::FLI1 rescue. Clusters 3 and 4 included genes downregulated during EWS::FLI1 silencing that became upregulated after rescue. (B) GSEA revealed a significant enrichment of up‐regulated genes in epigenetic processes and of down‐regulated genes in targets of DREAM complex. (C) Three expression clusters were detected during silencing and re‐expression of CD99. (D) GSEA revealed a significant enrichment of up‐regulated genes in epigenetic processes and of down‐regulated genes in targets of DREAM complex. Transcript expression levels are shown as transcript‐wise Z score of log_2_ expression values. For each cluster, the number of genes is shown in parentheses. The enrichment score curve was obtained using GSEA software using a continuous phenotype label and Pearson's correlation metric for ranking genes. In the enrichment plot, the *x*‐axis shows the rank order of genes from the most upregulated to the most downregulated between D0, D1 and D2. The vertical black line indicates the position of the enriched genes (Hit) comprising the gene set. The heatmaps show the genes that contribute most to the core enriched pathway, red and blue colors indicate genes up–and down‐regulated, respectively.

In the A673pTERshCD99 model, seven significant expression profiles were identified (Figure S3B and Table S9). These profiles were grouped to form three expression clusters: Cluster 1 (259 genes) and Cluster 2 (23 genes) included genes upregulated in the CD99 silencing condition, but downregulated as soon as CD99 was re‐expressed; while Cluster 3 (102 genes) comprised, genes downregulated when cells are deprived of CD99 but overexpressed when the expression of the molecule was regained (Figure 5C). 

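Genes of Clusters 1 and 2 stood higher at D0 in A673pTERshCD99 and genes of Cluster 3 lower, with few exceptions. Of the 249 tested genes of Cluster 1, 248 were higher, with a median log2 fold change of 1.30 at D0 and a change of −1.09 from D0 to D1, and 9 had an adjusted p under 0.05, or 76 with the replicate as a block, with which 7 genes of Cluster 2 and 16 of Cluster 3 also had one. The pairing that the block makes in this model is in doubt, also for the block calls of the lists below. All 22 tested genes of Cluster 2 were higher, with a median of 1.32 at D0 and a change of −2.04 from D0 to D1. Of Cluster 3, 93 of 96 tested genes were lower, with a median of −1.13 at D0 and a change of 0.96 from D0 to D1. On both slides alike, 245 genes of Cluster 1, 22 of Cluster 2 and 93 of Cluster 3 had these directions. At the paper's threshold stood 140, 14 and 41 genes of the 3 clusters at D0. As with the clusters of A673pTERshEWS::FLI1, the study chose the genes on these arrays, so their directions are not independent evidence.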

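On the arrays labelled A673pTERshCD99, where the CD99 probe itself showed no detected change on DOX, cell cycle genes, G1/S and G2/M alike, were lower as groups at D0 and genes of the integrated stress response higher, calls that were lost with an estimated correlation. All 50 measured G1/S genes that DREAM and E2F control were below 0, with a median log2 fold change of −1.23 (camera, adjusted p = 9.36e-32, and adjusted p = 0.0644 with an estimated correlation). An unadjusted p under 0.05 was found for 40, 39 were lower when adjusted over the list alone and 0 over all features, or 9 with the replicate as a block, CDC25A included, a phosphatase that activates cyclin-dependent kinases with a log2 fold change of −1.78 (adjusted p = 0.28 without the block). Of the 67 G2/M genes, 66 were below 0, with a median of −0.85 (camera, adjusted p = 3.79e-23, and adjusted p = 0.066 with an estimated correlation); 38 had an unadjusted p under 0.05 and 3 were lower when adjusted over the list alone. KIFC1, a mitotic motor protein, had a log2 fold change of −1.55 (adjusted p = 0.326) and CCNF, a cyclin F-box protein, of −1.19 (adjusted p = 0.267). Targets of the transcription factor FOXM1, 29 measured, had a median of −0.86 and were all below 0 (camera, adjusted p = 3.88e-14, and adjusted p = 0.0644 with an estimated correlation); 17 had an unadjusted p under 0.05 and 9 were lower when adjusted over the list alone. This list includes the targets that the paper names and 10 of the 20 DREAM core genes of Fig. 5D. The study chose those genes on these arrays, so the result of the list is in part not independent of them. FOXM1 itself had a log2 fold change of −0.72 (adjusted p = 0.509), and its targets with roles in mitosis KIF2C of −1.51, LMNB1 and NUF2 of −1.29 each, AURKA of −1.17, FAM83D of −1.06, KIF20A of −1.03 and CCNB1 of −0.86 (adjusted p from 0.306 to 0.547). In A673pTERshEWS::FLI1, the FOXM1 targets had a median of −0.66 (camera, adjusted p = 9.89e-16, and adjusted p = 0.0644 with an estimated correlation), where KIF2C was −0.76, or 0.02 without the DOX+ array of replicate B.
Of the 46 stress response genes, 36 were above 0, with a median of 0.38 (camera, adjusted p = 5.72e-10, and adjusted p = 0.0772 with an estimated correlation), 15 had an unadjusted p under 0.05, 11 were higher when adjusted over the list alone, and 7 passed over all features with the replicate as a block. All 12 genes shown for the HDAC sets in Fig. 5D were above 0, with a median of 1.16, among them ISG20, an exonuclease, with 1.75 (adjusted p = 0.256) and INHBE with 2.34 (adjusted p = 0.256), which both passed an adjusted p under 0.05 with the replicate as a block, and 6 of them stand on the stress response list. Of the 20 genes shown for the DREAM set 19 were measured, since no probe was named for HAUS3; 17 were below 0 and 14 passed the paper's threshold, and ZNF273 (0.24) and PHTF2 (0.01) were above 0, where a second probe of each gave −0.95 and −0.73. The study chose these genes on the same arrays, so their directions are not independent evidence. Their overlap with the stress response list, written with the study's tables seen, is not independent evidence either. The self-contained test fry called the G1/S, G2/M, FOXM1 and stress response lists (adjusted p = 0.022, 0.0232, 0.022 and 0.0405). Within replicates A and B the medians were −1.48 and −0.93 for the G1/S genes and −0.98 and −0.69 for the G2/M genes, and the median of the stress response genes was 0.59 without the DOX+ array of replicate B.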

GSEA analysis identified 21 top gene sets (NES>1.8, *p* < 0.01; Table S10) showing that genes included in Cluster 1 and Cluster 2 also resulted enriched in histone modification^27^ via HDAC targets, while genes included in Cluster 3 were enriched in the DREAM complex targets^12^, ^29^ (Figure 5D).

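Genes that EWS::FLI1 is known to activate were lower and genes that it represses were higher at D0 than other genes in both models with camera, while the self-contained test fry called neither list in either model (adjusted p from 0.14 to 0.2). Of 29 measured genes activated by EWS::FLI1, 23 were below 0 in A673pTERshEWS::FLI1, with a median log2 fold change of −0.75 (camera, adjusted p = 7.42e-07, and adjusted p = 0.181 with an estimated correlation), and 26 in A673pTERshCD99, with a median of −0.62 (camera, adjusted p = 4.05e-05, and adjusted p = 0.252 with an estimated correlation). BCL11B, a zinc finger transcription factor, had log2 fold changes of −1.07 and −0.90, IL1RAP, an interleukin receptor subunit, of −1.04 and −0.62, and KDSR, an enzyme of ceramide synthesis, of −0.99 and −1.30 in the 2 models (adjusted p from 0.429 to 0.999). GLI1, a transcription factor of the hedgehog pathway on this list, had log2 fold changes of 0.51 and 0.73. Of 29 measured genes repressed by EWS::FLI1, 25 were above 0 in A673pTERshEWS::FLI1, with a median of 0.66 (camera, adjusted p = 1.4e-05, and adjusted p = 0.187 with an estimated correlation), and 24 in A673pTERshCD99, with a median of 0.84 (camera, adjusted p = 7.43e-05, and adjusted p = 0.225 with an estimated correlation). NNMT passed an adjusted p under 0.05 in both models; ACTA2, a smooth muscle actin, had log2 fold changes of 1.18 and 1.35, and LOX, an enzyme that crosslinks collagen, of 2.07 and 2.66 (adjusted p from 0.461 to 0.999). When adjusted over each list alone, 0 of the activated genes passed in either model (at an unadjusted p under 0.05, 5 were lower in A673pTERshEWS::FLI1, and 6 were lower and 1 higher in A673pTERshCD99) and 1 of the repressed genes passed in each; with the replicate as a block 2 of the activated genes were lower over all features in A673pTERshCD99. The 2 models did not differ on either list (differences of −0.18 and 0.14, camera, adjusted p = 0.983 for each), which does not show that they respond alike. Both differences turned sign without the DOX+ array of replicate A of A673pTERshEWS::FLI1, to 0.34 and −0.37. In A673pTERshEWS::FLI1, without the DOX+ array of replicate B the medians were −0.17 and 0.25 and neither list was called, and the repressed genes had a median of 0.22 without the CTR array of replicate A and 1.29 without the DOX+ array of replicate A. The gene set of Kinsey et al. was not used here.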

GSEA confirmed the enrichment of genes belonging to Cluster 3 among the targets of EWS::FLI1 reported by Kinsey et al.,^33^ both following EWS::FLI1 (Figure S4A) or CD99 (Figure S4B) silencing, thus indicating that the gene sets associated to the two hallmarks of EwS define similar biological/molecular processes. However, the core genes that drive the enrichment score in the gene set regulated by CD99 are different from those dependent on EWS::FLI1, supporting a functional complementarity between EWS::FLI1 and CD99 in the regulation of tumor malignancy.

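Most core genes shown for one model had a log2 fold change of the same sign in the other, where many of them did not pass the paper's threshold, and the lists of core genes shared few names. Of the 22 DREAM core genes of Fig. 5B, 21 were below 0 in A673pTERshCD99 as well, with a median log2 fold change of −1.17, and 13 passed the paper's threshold there. UACA was the exception, with −0.63 in A673pTERshEWS::FLI1 and 0.52 in A673pTERshCD99. Of the DREAM core genes of Fig. 5D, all 19 measured were below 0 in A673pTERshEWS::FLI1, with a median of −0.76, against −1.11 in A673pTERshCD99, and 2 and 14 passed the paper's threshold (5 had an unadjusted p of at most 0.05 in A673pTERshEWS::FLI1). The 11 HDAC core genes of Fig. 5B were all above 0 in A673pTERshCD99, with a median of 1.75 and 7 past the paper's threshold, and of the 12 of Fig. 5D 11 were above 0 in A673pTERshEWS::FLI1, with a median of 1.07, 6 past the threshold and DCC at −0.02. The DREAM core of both panels shared 1 gene, NEMP1, a nuclear envelope protein with log2 fold changes of −1.03 and −1.19, and the HDAC cores shared 5, TRIB3, INHBE, CCPG1, CHAC1 and ISG20. The difference between the models, tested gene by gene, had an adjusted p of 1 for each core gene and an unadjusted p under 0.05 for 3 of them, UACA and CCPG1 included.
Over all features the difference between the models at D0 passed an adjusted p under 0.05 for 0 in limma, also with the replicate as a block, while 389 had an unadjusted p under 0.05, against 1401 expected by chance, and 80 passed the paper's threshold; with the block 1588 and 299 did. The log2 fold changes of both models had a Pearson's r of 0.595 and a Spearman's rho of 0.471 across features, which are not independent replicates, and r was 0.653 between the replicates B, which share slide 2, 0.586 between replicate B of A673pTERshEWS::FLI1 and replicate A of A673pTERshCD99, 0.261 between the other such pair and 0.20 between the replicates A. From D0 to D1, a change that shares the D0 arrays, the stress response and DREAM lists had the opposite sign in both models: the stress response genes changed by a median of −1.31 and −1.24 (camera, adjusted p = 6.97e-49 and 1.26e-31, and adjusted p = 0.0158 and 0.034 with an estimated correlation), the G1/S DREAM targets by 0.85 and 1.07 (adjusted p = 3.11e-26 and 2.08e-27, and adjusted p = 0.134 and 0.132 with an estimated correlation) and the G2/M DREAM targets by 0.90 and 1.11 (adjusted p = 4.77e-40 and 6.66e-35, and adjusted p = 0.0603 with an estimated correlation for both). Not all lists turned: genes repressed by EWS::FLI1, higher at D0, changed by medians of 0.265 and 0.0114 (camera, adjusted p = 0.925 and 0.677). Without the CTR array of replicate A of A673pTERshEWS::FLI1, 2 features differed between the models at an adjusted p under 0.05. From the different core genes of both models, the paper proposes that EWS::FLI1 and CD99 complement each other functionally.

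**Figure D2:**
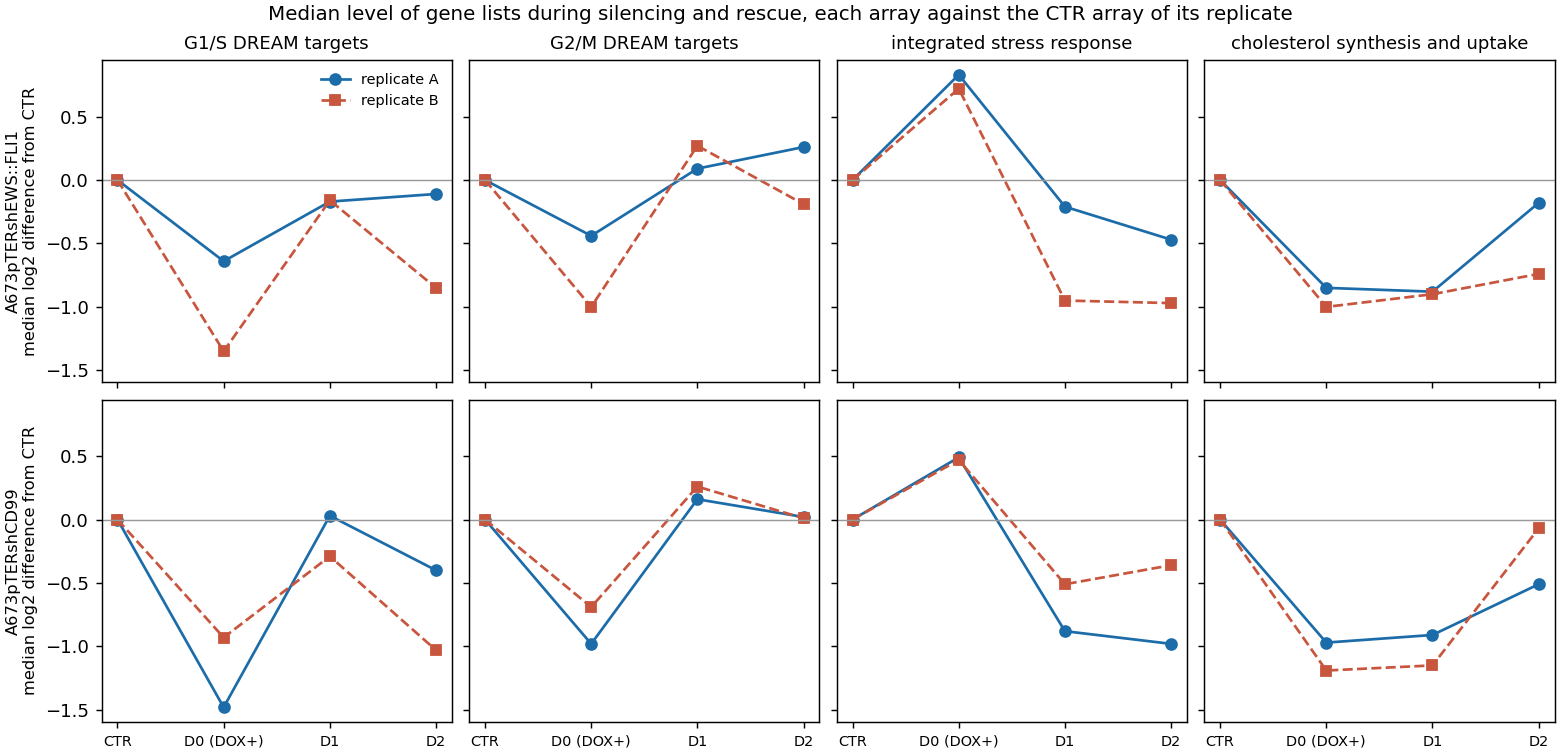
Median log2 difference from the CTR array of the same replicate (y axis) over the genes of 4 lists in CTR, D0, D1 and D2 cells (x axis) of A673pTERshEWS::FLI1 (top) and A673pTERshCD99 (bottom); each point is 1 array, and lines join the arrays of replicate A or B. The stress response genes stood between 0.47 and 0.83 at D0 and between −0.21 and −0.95 at D1, and the cholesterol genes between −0.85 and −1.19 at D0 and between −0.88 and −1.15 at D1.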

To corroborate this evidence, we matched the genes included in Clusters 1‐–2 of both models (genes upregulated following the EWS::FLI1 or CD99 silencing) with two previously reported meta‐analyses of EwS transcriptional profiles.^34^, ^35^ We found a strong overlap between genes included in Cluster 1‐–2 and genes up‐regulated in the EWS::FLI1 knockdown cell lines reported by Kauer et al.^34^ (*p*‐value = 3.6e‐09 in A673pTERshEWS::FLI1 and *p*‐value = 1.4e‐12 in A673pTERshCD99, hypergeometric test) and between genes belonging to Cluster 1‐–2 and genes that were down‐regulated in the “core EWS‐FLI transcriptional signature” reported by Hancock and Lessnick (*p*‐value = 4.8e‐03 in A673pTERshEWS::FLI1 and *p*‐value = 3.8e‐06 in A673pTERshCD99, hypergeometric test; Figure S5A and B).

Then, we investigated whether the genes included in Cluster 3 of both models (genes downregulated following EWS::FLI1 or CD99 silencing) which were enriched in the DREAM complex target genes pertained to transcriptomic signatures associated with specific phases of the cell cycle.^36^ 

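The median of G1/S genes lay below that of G2/M genes at D0 in each replicate of both models, a difference between lists that was not tested. With the S-phase and G2/M marker genes of Tirosh et al., the 43 S-phase markers had a median log2 fold change of −0.94 in A673pTERshEWS::FLI1 (camera, adjusted p = 9.36e-32, and adjusted p = 0.0588 with an estimated correlation) and of −1.09 in A673pTERshCD99 (camera, adjusted p = 1.33e-25, and adjusted p = 0.0644 with an estimated correlation). The 53 measured G2/M markers had a median of −0.64 in A673pTERshEWS::FLI1 (camera, adjusted p = 2.21e-24, and adjusted p = 0.0588 with an estimated correlation) and of −0.67 in A673pTERshCD99 (camera, adjusted p = 5.88e-16, and adjusted p = 0.0768 with an estimated correlation). For the G1/S and G2/M targets of DREAM, the median of the G1/S genes minus that of the G2/M genes was −0.20 and −0.36 in replicates A and B of A673pTERshEWS::FLI1 and −0.49 and −0.24 in those of A673pTERshCD99. The difference between the models at D0 had a median of −0.21 over the G1/S targets (camera, adjusted p = 0.377) and of −0.09 over the G2/M targets (camera, adjusted p = 0.9). Of the core genes that the study chose on these arrays, 11 of the 20 shown for A673pTERshCD99 in Fig. 5D are on the G2/M list and 1 is on the G1/S list, and of the 22 shown for A673pTERshEWS::FLI1 in Fig. 5B 5 and 3, and from D0 to D1 the G2/M targets changed by medians of 0.90 and 1.11 in the 2 models and the G1/S targets by 0.85 and 1.07, also without a test between lists. In A673pTERshEWS::FLI1 the S-phase and G2/M markers had medians of −0.58 and −0.38 without the DOX+ array of replicate B. The differences between the models rest on single arrays: without the DOX+ array of replicate B they were −0.56 and −0.30 in A673pTERshCD99 and −0.62 and −0.38 in A673pTERshEWS::FLI1, both with an adjusted p under 0.05, and without the DOX+ array of replicate A they were 0.08 and 0.13 in A673pTERshCD99 and 0.13 and 0.18 in A673pTERshEWS::FLI1, of which the G2/M values had one too. The G1/S difference also passed without the CTR array of replicate A of A673pTERshCD99 (−0.29) and without the 4 arrays of its replicate B (−0.53). The cell cycle sets of Dominguez et al. were not used here.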

We found that while genes regulated by EWS::FLI1 spanned the G1/S and G2/M phases of the cell cycle (Figure 5B), genes regulated by CD99 were more G2/M‐like (Figure 5D), with a significant overlap of 18 genes between Cluster 3 and G2/M phase specific genes identified by Dominguez et al.^36^ (*p*‐value = 2.2e‐06, hypergeometric test; Figure S5C).

### 3.4 In silico DREAM complex target genes prognostic value

We validated the contribution to EwS aggressiveness of the CD99 core genes enriched in the DREAM targets by means of R2 Genomics Platform reporting microarray datasets from EwS tumors that have well‐annotated clinical information. Considering the information related to 32 primary localized EwS tumors from the dataset of Savola et al. (GSE17618^37^; Figure 6A), we found that 11 out of the 19 CD99‐modulated genes of the core DREAM gene set (one was not annotated in the Savola dataset) were associated with shorter OS when expressed at high levels (Figure 6B); Kaplan–Meier curves are shown in Figure S6. Of note, genes significantly correlating with survival were: (a) all grouped in the G2/M cell cycle phase according to Dominguez et al.^36^; (b) 9 out of 11 genes were reported to be target genes of the Forkhead box M1 (FOXM1) transcription factor in low‐ or high‐throughput transcription factor functional studies from the CHEA Transcription Factor Targets dataset (https://maayanlab.cloud/Harmonizome/gene_set/FOXM1/CHEA+Transcription+Factor+Targets); and (c) 7 of these genes resulted functionally interconnected according to the STRING database^38^ (Figure 6C), considering only interactions supported by experimental evidence and curated database.

**FIGURE 6:**
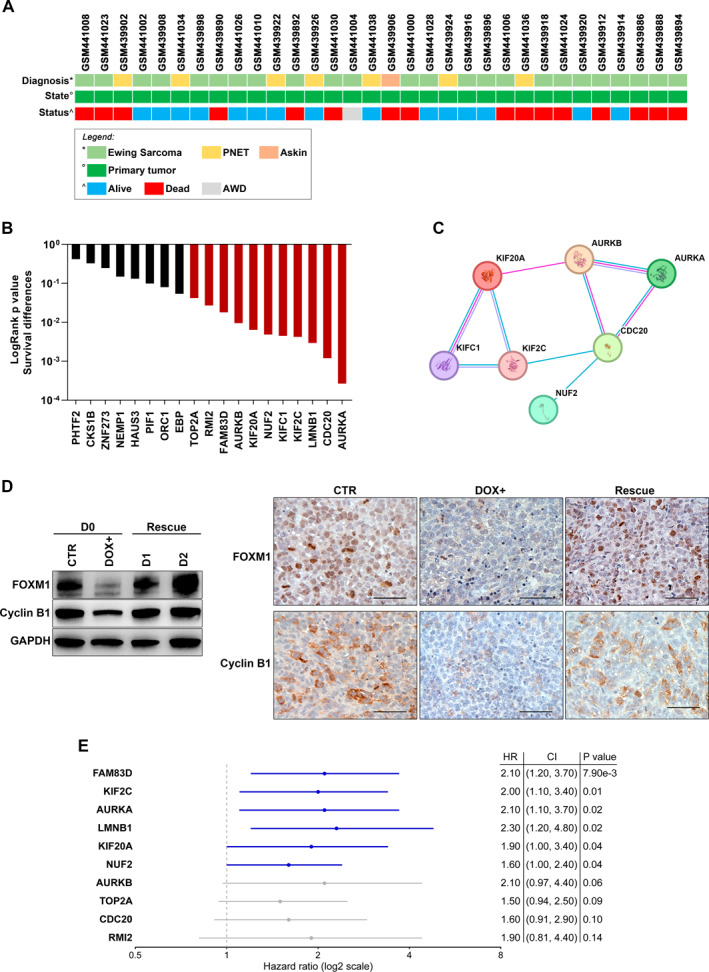
Prognostic value of DREAM target genes identified in A673pTERshCD99 model. (A) Clinical characteristics of 32 primary EwS tumor from “Mixed Ewing Sarcoma—Savola—117—MAS5.0—u133p2” dataset (GSE17618). (B) Bar graph of the log‐rank test *p* values for overall survival (OS) differences based on high versus low expression of each of the 19 CD99‐modulated genes of the core DREAM gene set. (C) Protein‐protein interactions, according to STRING database, for the genes associated with shorter OS. Only interactions supported by experimental evidence and curated database were used for this analysis. (D) Protein expression of FOXM1 and Cyclin B1 by Western Blot (left). GAPDH was used as a loading control. Representative blots from three independent experiments are shown. Immunohistochemistry staining (right) of FOXM1 and Cyclin B1 in A673pTERshCD99 xenografts (scale bar, 50 μm). (E) Multivariate Cox regression analysis identified six independent prognostic factors for EwS overall survival (HR: Hazard Ratio; CI: Confidence Interval). CI, confidence interval; HR, hazard ratio; OS, overall survival.

Classical regulators of gene expression during cell cycle include the transcription factors E2F1 and FOXM1 that are required for the temporal control of gene expression in G1/S and G2/M phases, respectively.^36^, ^39^ Accordingly, we found that loss of CD99 led to the reduction of FOXM1 protein levels and some FOXM1 targets, such as cyclin B1, while its re‐expression also rescued the expression of FOXM1 and associated targets (Figure 6D). Multivariate Cox regression analysis confirmed the clinical relevance of six genes (Figure 6E), all of them reported to be targets of FOXM1. In A673pTERshCD99 the mRNA expression of FOXM1 and of *FAM83D*, *KIF2C*, *AURKA*, *LMNB1*, *KIF2*0A, *and NUF2* dynamically followed that of CD99 (Figure S7). As validation, we used three other EwS experimental models (named as BRZ‐CD99‐shRNA, CAR‐CD99‐shRNA, and TC‐CD99‐shRNA) that were stable silenced for CD99 expression.^9^, ^17^ By using RT‐qPCR, we tested the relative expression of *FOXM1* and the six targets and demonstrated their significant downregulation in cells deprived of CD99 (Figure S8).The clinical relevance of this core‐set of genes was cross‐validated in an additional dataset (GSE63157^25^) that includes 85 cases of EwS without indication of their origin (i.e., primary, recurrence, or metastasis). Multivariate analysis confirmed the prognostic value of *FAM83D*, *KIF2C*, and *AURKA*, further supporting the clinical relevance of genes that are regulated by *FOXM1* and involved in the G2/M and late M‐phase of cell cycle (Figure S9A and B).

## 4 DISCUSSION

We used EwS cell lines stably transfected with an inducible shRNA system targeting the two hallmarks of EwS, EWS::FLI1, and CD99, to obtain a mechanistic picture of the causal relations between the two genes. Classical approaches for elucidating gene function usually look at upstream regulators and down‐stream targets within a pathway, thus missing possible interplays with other molecular mediators. The analysis of time‐related transcriptome responses to perturbed experimental systems may provide a more precise description of the evolution of molecular networks in response to various perturbations.

EwS cell proliferation in vitro and xenograft tumor growth were inhibited when either CD99 or EWS::FLI1 was silenced with DOX, and took off again once DOX was withdrawn, illustrating the independent contribution of both molecules to EwS growth. Silencing of CD99 provided novel information on the genes modulated by CD99, their interaction with the genes modulated by EWS::FLI1, and their relevance for the maintenance of EwS malignancy. Furthermore, our data supported the concept that EWS::FLI1 regulates complex networks, including those of genes connected to the epigenetic regulation of gene expression and tumor cell proliferation.^28^, ^30^

The results of inducible CD99 silencing reported here are in agreement with those previously obtained with anti‐CD99 agonistic antibodies (Abs). These Abs efficiently deliver a cell death message to EwS cells, but they do not affect the viability or the differentiation of normal human hematopoietic or mesenchymal stem cells, which also express high levels of CD99^10^, ^40^ in the absence of EWS::FLI1. In contrast, when normal mesenchymal stem cells were transfected with EWS::FLI1, their susceptibility to CD99 ligation increased, thus supporting the idea that CD99‐mediated delivery of intrinsic cell death signals is favored by the presence of the EWS::FLI1 oncogene.^10^ Loss of CD99 either through antibodies or siRNA interference approaches has been reported to repress the expression of the genes regulated by GLI‐1,^11^ a direct transcriptional target of EWS::FLI1 that has been found to be essential in EWS::FLI1–induced signaling and required to sustain the malignant phenotype of EwS cells.^41^ Thus, in the absence of CD99, EwS cells proliferate and migrate less, are more prone to dye and/or differentiate and express lower levels of some targets of EWS::FLI1, even in the presence of an active oncogenic chimera.

Through the analysis of the transcriptome associated with EWS::FLI1 or CD99 expression, we demonstrated an overlap in the biological processes that are regulated by the two molecules. In particular, genes overexpressed when either hallmark was silenced were found to be enriched in targets of HDAC, whereas, genes repressed in the absence of the molecules were enriched in targets of the DREAM complex, thus indicating that both EWS::FLI1 and CD99 suppress gene expression through histone modifications and sustain genes governing cell proliferation. Interestingly, only a modest overlap was found between the genes of these two major processes specifically associated with either EWS::FLI1 or CD99.

The main function of the DREAM complex is to repress G1/S and G2/M gene expression during quiescence (G0).^12^ Our data suggest that the targets of the DREAM complex regulated by EWS::FLI1 are distributed throughout the different phases of the cell cycle, whereas the genes regulated by CD99 are more specific of G2/M.^36^ This is consistent with our previous observation that EwS cells with a stable silencing of CD99 are arrested in the G2/M phase.^9^

Progression through the cell cycle requires the periodic expression of phase‐specific gene clusters.^12^ Regulatory mechanisms are highly conserved and include the transcription factors E2F1 and FOXM1, which are classically described as temporal controllers of gene expression in G1/S and G2/M phases of cell cycle, respectively.^36^, ^39^ Here, we showed that the expression of *FOXM1* and its targets went in parallel with that of CD99 in four different cell EwS cell lines. It is possible that CD99 regulates the expression of FOXM1 through GLI1. FOXM1 was determined to be a transcriptional target of GLI1 and functions downstream Hedgehog/GLI1 signaling.^42^ We have recently demonstrated silencing of CD99 in EwS cells is sufficient to increase the expression of zyxin, a zinc‐finger protein that was shown to play a role in transducing stimuli from the cell membrane to the nucleus expression. Deprivation of CD99 induces recruitment of zyxin to the nucleus, where it can interact with the transcription factor GLI1 inhibiting its activity.^11^

FOXM1 is expressed at robust levels in a variety of EwS tumor specimens and in EwS cell lines.^43^ In particular, Christensen et al.^43^ demonstrated that EWS::FLI1 increased the expression levels of FOXM1 in four different EwS cell lines, but they did not find evidence that FOXM1 was directly targeted by EWS::FLI1. Considering that the forced expression of EWS::FLI1 also increases the expression of CD99,^7^, ^9^ our data indicate that CD99 may be the missing link.

Among the CD99‐regulated genes that were found to be enriched as targets of the DREAM complex, all those associated with a bad clinical prognosis are targets of FOXM1. Three of them (*FAM83D*, *KIF2C*, and *AURKA*) were validated in silico in two different cohorts of patients. Thus, our data uncovered a transcriptional G2/M‐related gene cluster regulated by FOXM1 that is important for EwS progression and may be considered for therapeutic intervention. Upregulation of FOXM1 has been described in many cancers, acting as a master transcriptional regulator that promotes tumor progression, metastasis, and chemoresistance.^44^ Multiple attempts were made to develop FOXM1 inhibitors, including proteasome inhibitors, thiazole antibiotics and small molecule inhibitors inducing FOXM1 degradation.^45^ In EwS, treatment with thiostrepton, a proteasomal inhibitor reported to physically interact with FOXM1, hindering its ability to bind to its target promoters^46^ was demonstrated to effectively inhibit tumor growth in mouse xenografts.^47^ Despite encouraging preclinical data, clinical FOXM1 targeting is still a challenging task. The evidence provided here that FOXM1 may be inhibited through the targeting of a cell surface molecule, like CD99, may offer a promising alternative for those tumors that overexpress CD99 (i.e., EwS, glioma, melanoma, and acute myeloid leukemia)^48^, ^49^

In conclusion, through the dynamic modulation of CD99 in EwS cells, we highlighted the fundamental contribution of this molecule to the malignancy of EwS. Our data indicate that, after the oncogenic fusion of EWS and FLI1, the genetic landscape of EwS is also regulated by CD99 whose expression is favored by, but also independent of EWS::FLI1. CD99 was not included in the dynamics of the EWS::FLI1 signature, and only a partial overlap is observed among the genes associated with changes in the expression of either EWS::FLI1 or CD99. However, the two molecules converged on similar biological pathways, thus supporting the idea of cooperation rather than dependence. It must be considered that human mesenchymal stem cells, the putative cell of origin of EwS, normally express high levels of CD99. Therefore, CD99 may be already expressed before the oncogenic EWS::FLI1 fusion, which might provide only a minor contribution to CD99 regulation, while the transformed cell may gain advantage from the cooperative functions of the two genes. The involvement of CD99 in the regulation of tumor growth through a specific modulation of FOXM1‐regulated genes involved in G2/M phase offers a core‐set of genes with prognostic value and opens new therapeutic perspectives.

## AUTHOR CONTRIBUTIONS

**Michela Pasello**: Conceptualization; data curation; writing – original draft; writing – review and editing; analysis and interpretation of data; graphed the data. **Maria Antonella Laginestra**: Conceptualization; bioinformatics analysis; writing – original draft; writing – review and editing; analysis and interpretation of data; graphed the data. **Maria Cristina Manara**: Data curation; review and editing; data acquisition. **Lorena Landuzzi**: In vivo data curation; writing – review and editing; in vivo data acquisition; analysis and interpretation of data. **Francesca Ruzzi**: In vivo data curation; review and editing; in vivo data acquisition; analysis and interpretation of data. **Margherita Maioli**: Data curation; review and editing; data acquisition. **Evelin Pellegrini**: Data curation; review and editing; data acquisition. **Alessandra De Feo**: Data curation; review and editing; data acquisition. **Pier‐Luigi Lollini**: Resources; writing – review and editing. **Katia Scotlandi**: Conceptualization; resources; data curation; supervision; writing – original draft; writing – review and editing.

## CONFLICT OF INTEREST STATEMENT

No potential conflicts of interest were disclosed by the other authors.

## ETHICS STATEMENT

All animal procedures were done in accordance with European directive 2010/63/UE and Italian Law (DL 26/2014) and following ARRIVE guidelines.^50^ Experimental protocols were reviewed and approved by the institutional animal care and use committee (“Comitato per il Benessere Animale”) of the University of Bologna and by the Italian Ministry of Health with letters 208/2017‐PR and 1051/2020‐PR.

## Supporting information

Supporting Information S1

Supporting Information S2

## Data Availability

The microarray gene expression data generated in this study was carried out according to MIAME (Minimum Information About a Microarray Experiment) guidelines and has been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE256247. Other data are available within the article and its Supplementary Data files or from the corresponding author upon request.

## References

[1] DuBois, Steven G. , Mark D. Krailo , Julia Glade‐Bender , Allen Buxton , Nadia Laack , R. Lor Randall , Helen X. Chen , et al. 2023. “Randomized Phase III Trial of Ganitumab with Interval‐Compressed Chemotherapy for Patients with Newly Diagnosed Metastatic Ewing Sarcoma: A Report from the Children's Oncology Group.” Journal of Clinical Oncology 41(11): 2098–2107. 10.1200/jco.22.01815.36669140 PMC10082251

[2] Koch, Raphael , Hans Gelderblom , Lianne Haveman , Benedicte Brichard , Heribert Jürgens , Sona Cyprova , Henk van den Berg , et al. 2022. “High‐Dose Treosulfan and Melphalan as Consolidation Therapy versus Standard Therapy for High‐Risk (Metastatic) Ewing Sarcoma.” Journal of Clinical Oncology 40(21): 2307–2320. 10.1200/jco.21.01942.35427190

[3] Attia, Steven , Vanessa Bolejack , Kristen N. Ganjoo , Suzanne George , Mark Agulnik , Daniel Rushing , Elizabeth T. Loggers , et al. 2023. “A Phase II Trial of Regorafenib in Patients with Advanced Ewing Sarcoma and Related Tumors of Soft Tissue and Bone: SARC024 Trial Results.” Cancer Medicine 12(2): 1532–1539. 10.1002/cam4.5044.35950293 PMC9883574

[4] Crompton, Brian D. , Chip Stewart , Amaro Taylor‐Weiner , Gabriela Alexe , Kyle C. Kurek , Monica L. Calicchio , Adam Kiezun , et al. 2014. “The Genomic Landscape of Pediatric Ewing Sarcoma.” Cancer Discovery 4(11): 1326–1341. 10.1158/2159-8290.cd-13-1037.25186949

[5] Tirode, Franck , Didier Surdez , Xiaotu Ma , Matthew Parker , Marie Cécile Le Deley , Armita Bahrami , Zhaojie Zhang , et al. 2014. “Genomic Landscape of Ewing Sarcoma Defines an Aggressive Subtype with Co‐association of STAG2 and TP53 Mutations.” Cancer Discovery 4(11): 1342–1353. 10.1158/2159-8290.cd-14-0622.25223734 PMC4264969

[6] Grünewald, Thomas G. P. , Florencia Cidre‐Aranaz , Didier Surdez , Eleni M. Tomazou , Enrique de Álava , Heinrich Kovar , Poul H. Sorensen , Olivier Delattre , and Uta Dirksen . 2018. “Ewing Sarcoma.” Nature Reviews Disease Primers 4(1): 5. 10.1038/s41572-018-0003-x.29977059

[7] Franzetti, G. A. , K. Laud‐Duval , W. van der Ent , A. Brisac , M. Irondelle , S. Aubert , U. Dirksen , et al. 2017. “Cell‐to‐cell Heterogeneity of EWSR1‐FLI1 Activity Determines Proliferation/migration Choices in Ewing Sarcoma Cells.” Oncogene 36(25): 3505–3514. 10.1038/onc.2016.498.28135250 PMC5541267

[8] Chaturvedi, A. , L. M. Hoffman , A. L. Welm , S. L. Lessnick , and M. C. Beckerle . 2012. “The EWS/FLI Oncogene Drives Changes in Cellular Morphology, Adhesion, and Migration in Ewing Sarcoma.” Genes Cancer 3(2): 102–116. 10.1177/1947601912457024.23050043 PMC3463921

[9] Rocchi, Anna , Maria Cristina Manara , Marika Sciandra , Diana Zambelli , Filippo Nardi , Giordano Nicoletti , Cecilia Garofalo , et al. 2010. “CD99 Inhibits Neural Differentiation of Human Ewing Sarcoma Cells and Thereby Contributes to Oncogenesis.” Journal of Clinical Investigation 120(3): 668–680. 10.1172/jci36667.20197622 PMC2827943

[10] Guerzoni, Clara , Valentina Fiori , Mario Terracciano , Maria Cristina Manara , Diego Moricoli , Michela Pasello , Marika Sciandra , et al. 2015. “CD99 Triggering in Ewing Sarcoma Delivers a Lethal Signal through P53 Pathway Reactivation and Cooperates with Doxorubicin.” Clinical Cancer Research 21(1): 146–156. 10.1158/1078-0432.ccr-14-0492.25501132

[11] Balestra, Tommaso , Maria Cristina Manara , Maria Antonella Laginestra , Michela Pasello , Alessandra De Feo , Cristian Bassi , Clara Guerzoni , et al. 2022. “Targeting CD99 Compromises the Oncogenic Effects of the Chimera EWS‐FLI1 by Inducing Reexpression of Zyxin and Inhibition of GLI1 Activity.” Molecular Cancer Therapeutics 21(1): 58–69. 10.1158/1535-7163.mct-21-0189.34667115

[12] Sadasivam, Subhashini , and James A. DeCaprio . 2013. “The DREAM Complex: Master Coordinator of Cell Cycle‐dependent Gene Expression.” Nature Reviews Cancer 13(8): 585–595. 10.1038/nrc3556.23842645 PMC3986830

[13] Miyagawa, Yoshitaka , Hajime Okita , Hideki Nakaijima , Yasuomi Horiuchi , Ban Sato , Tomoko Taguchi , Masashi Toyoda , et al. 2008. “Inducible Expression of Chimeric EWS/ETS Proteins Confers Ewing's Family Tumor‐like Phenotypes to Human Mesenchymal Progenitor Cells.” Molecular and Cellular Biology 28(7): 2125–2137. 10.1128/mcb.00740-07.18212050 PMC2268432

[14] Hu‐Lieskovan, Siwen , Jingsong Zhang , Lingtao Wu , Hiroyuki Shimada , Deborah E. Schofield , and Timothy J. Triche . 2005. “EWS‐FLI1 Fusion Protein Up‐Regulates Critical Genes in Neural Crest Development and Is Responsible for the Observed Phenotype of Ewing's Family of Tumors.” Cancer Research 65(11): 4633–4644. 10.1158/0008-5472.can-04-2857.15930281

[15] van de Wetering, Marc , Elena Sancho , Cornelis Verweij , Wim de Lau , Irma Oving , Adam Hurlstone , Karin van der Horn , et al. 2002. “The Beta‐catenin/TCF‐4 Complex Imposes a Crypt Progenitor Phenotype on Colorectal Cancer Cells.” Cell 111(2): 241–250. 10.1016/s0092-8674(02)01014-0.12408868

[16] Tirode, Franck , Karine Laud‐Duval , Alexandre Prieur , Bruno Delorme , Pierre Charbord , and Olivier Delattre . 2007. “Mesenchymal Stem Cell Features of Ewing Tumors.” Cancer Cell 11(5): 421–429. 10.1016/j.ccr.2007.02.027.17482132

[17] Ventura, S. , D. N. T. Aryee , F. Felicetti , A. De Feo , C. Mancarella , M. C. Manara , P. Picci , et al. 2016. “CD99 Regulates Neural Differentiation of Ewing Sarcoma Cells through miR‐34a‐Notch‐Mediated Control of NF‐kappaB Signaling.” Oncogene 35(30): 3944–3954. 10.1038/onc.2015.463.26616853 PMC4967355

[18] Livak, Kenneth J. , and Thomas D. Schmittgen . 2001. “Analysis of Relative Gene Expression Data Using Real‐Time Quantitative PCR and the 2(‐Delta Delta C(T)) Method.” Methods 25(4): 402–408. 10.1006/meth.2001.1262.11846609

[19] Redelsperger, I. M. , T. Taldone , E. R. Riedel , M. L. Lepherd , N. S. Lipman , and F. R. Wolf . 2016. “Stability of Doxycycline in Feed and Water and Minimal Effective Doses in Tetracycline‐Inducible Systems.” Journal of the American Association for Laboratory Animal Science 55: 467–474.27423155 PMC4943619

[20] Ritchie, Matthew E. , Belinda Phipson , Di Wu , Yifang Hu , Charity W. Law , Wei Shi , and Gordon K. Smyth . 2015. “Limma Powers Differential Expression Analyses for RNA‐Sequencing and Microarray Studies.” Nucleic Acids Research 43(7): e47. 10.1093/nar/gkv007.25605792 PMC4402510

[21] Gu, Zuguang , Roland Eils , and Matthias Schlesner . 2016. “Complex Heatmaps Reveal Patterns and Correlations in Multidimensional Genomic Data.” Bioinformatics 32(18): 2847–2849. 10.1093/bioinformatics/btw313.27207943

[22] Ernst, J. , G. J. Nau , and Z. Bar‐Joseph . 2005. “Clustering Short Time Series Gene Expression Data.” Bioinformatics 21(Suppl 1): i159–i168. 10.1093/bioinformatics/bti1022.15961453

[23] Wickam, H. 2016. ggplot2: Elegant Graphics for Data Analysised.

[24] Subramanian, Aravind , Pablo Tamayo , Vamsi K. Mootha , Sayan Mukherjee , Benjamin L. Ebert , Michael A. Gillette , Amanda Paulovich , et al. 2005. “Gene Set Enrichment Analysis: a Knowledge‐Based Approach for Interpreting Genome‐wide Expression Profiles.” Proceedings of the National Academy of Sciences of the USA 102(43): 15545–15550. 10.1073/pnas.0506580102.16199517 PMC1239896

[25] Selvanathan, Saravana P. , Garrett T. Graham , Hayriye V. Erkizan , Uta Dirksen , Thanemozhi G. Natarajan , Aleksandra Dakic , Songtao Yu , et al. 2015. “Oncogenic Fusion Protein EWS‐FLI1 Is a Network Hub that Regulates Alternative Splicing.” Proceedings of the National Academy of Sciences of the USA 112(11): E1307–E1316. 10.1073/pnas.1500536112.25737553 PMC4371969

[26] Bradburn, M. J. , T. G. Clark , S. B. Love , and D. G. Altman . 2003. “Survival Analysis Part III: Multivariate Data Analysis – Choosing a Model and Assessing its Adequacy and Fit.” British Journal of Cancer 89(4): 605–611. 10.1038/sj.bjc.6601120.12915864 PMC2376927

[27] Schmidt, Oxana , Nadja Nehls , Carolin Prexler , Kristina von Heyking , Tanja Groll , Katharina Pardon , Heathcliff D. Garcia , et al. 2021. “Class I Histone Deacetylases (HDAC) Critically Contribute to Ewing Sarcoma Pathogenesis.” Journal of Experimental & Clinical Cancer Research 40(1): 322. 10.1186/s13046-021-02125-z.34654445 PMC8518288

[28] Heller, Gerwin , Wolfgang M. Schmidt , Barbara Ziegler , Sonja Holzer , Leonhard Müllauer , Martin Bilban , Christoph C. Zielinski , Johannes Drach , and Sabine Zöchbauer‐Müller . 2008. “Genome‐wide Transcriptional Response to 5‐Aza‐2'‐Deoxycytidine and Trichostatin a in Multiple Myeloma Cells.” Cancer Research 68(1): 44–54. 10.1158/0008-5472.can-07-2531.18172295

[29] Fischer, Martin , Patrick Grossmann , Megha Padi , and James A. DeCaprio . 2016. “Integration of TP53, DREAM, MMB‐FOXM1 and RB‐E2f Target Gene Analyses Identifies Cell Cycle Gene Regulatory Networks.” Nucleic Acids Research 44(13): 6070–6086. 10.1093/nar/gkw523.27280975 PMC4994865

[30] Aynaud, M.‐Ming , Olivier Mirabeau , Nadege Gruel , Sandrine Grossetête , Valentina Boeva , Simon Durand , Didier Surdez , et al. 2020. “Transcriptional Programs Define Intratumoral Heterogeneity of Ewing Sarcoma at Single‐Cell Resolution.” Cell Reports 30(6): 1767–1779.e6. 10.1016/j.celrep.2020.01.049.32049009

[31] Deng, Qu , Ramakrishnan Natesan , Florencia Cidre‐Aranaz , Shehbeel Arif , Ying Liu , Reyaz ur Rasool , Pei Wang , et al. 2022. “Oncofusion‐driven De Novo Enhancer Assembly Promotes Malignancy in Ewing Sarcoma via Aberrant Expression of the Stereociliary Protein LOXHD1.” Cell Reports 39(11): 110971. 10.1016/j.celrep.2022.110971.35705030 PMC9716578

[32] Showpnil, Iftekhar A. , Julia Selich‐Anderson , Cenny Taslim , Megann A. Boone , Jesse C. Crow , Emily R. Theisen , and Stephen L. Lessnick . 2022. “EWS/FLI Mediated Reprogramming of 3D Chromatin Promotes an Altered Transcriptional State in Ewing Sarcoma.” Nucleic Acids Research 50(17): 9814–9837. 10.1093/nar/gkac747.36124657 PMC9508825

[33] Kinsey, Michelle , Richard Smith , and Stephen L. Lessnick . 2006. “NR0B1 Is Required for the Oncogenic Phenotype Mediated by EWS/FLI in Ewing's Sarcoma.” Molecular Cancer Research 4(11): 851–859. 10.1158/1541-7786.mcr-06-0090.17114343

[34] Kauer, Maximilian , Jozef Ban , Reinhard Kofler , Bob Walker , Sean Davis , Paul Meltzer , and Heinrich Kovar . 2009. “A Molecular Function Map of Ewing's Sarcoma.” PLoS One 4: e5415. 10.1371/journal.pone.0005415.19404404 PMC2671847

[35] Hancock, Jeffrey D. , and Stephen L. Lessnick . 2008. “A Transcriptional Profiling Meta‐Analysis Reveals a Core EWS‐FLI Gene Expression Signature.” Cell Cycle 7(2): 250–256. 10.4161/cc.7.2.5229.18256529

[36] Dominguez, Daniel , Yi‐Hsuan Tsai , Nicholas Gomez , Deepak Kumar Jha , Ian Davis , and Zefeng Wang . 2016. “A High‐Resolution Transcriptome Map of Cell Cycle Reveals Novel Connections between Periodic Genes and Cancer.” Cell Research 26(8): 946–962. 10.1038/cr.2016.84.27364684 PMC4973334

[37] Savola, Suvi , Arto Klami , Samuel Myllykangas , Cristina Manara , Katia Scotlandi , Piero Picci , Sakari Knuutila , and Jukka Vakkila . 2011. “High Expression of Complement Component 5 (C5) at Tumor Site Associates with Superior Survival in Ewing's Sarcoma Family of Tumour Patients.” ISRN Oncol 2011: 168712. 10.5402/2011/168712.22084725 PMC3196920

[38] Szklarczyk, Damian , Rebecca Kirsch , Mikaela Koutrouli , Katerina Nastou , Farrokh Mehryary , Radja Hachilif , Annika L. Gable , et al. 2023. “The STRING Database in 2023: Protein‐Protein Association Networks and Functional Enrichment Analyses for Any Sequenced Genome of Interest.” Nucleic Acids Research 51(D1): D638–D646. 10.1093/nar/gkac1000.36370105 PMC9825434

[39] Grant, Gavin D. , Lionel Brooks, 3rd , Xiaoyang Zhang , J. Matthew Mahoney , Viktor Martyanov , Tammara A. Wood , Gavin Sherlock , Chao Cheng , and Michael L. Whitfield . 2013. “Identification of Cell Cycle‐Regulated Genes Periodically Expressed in U2OS Cells and Their Regulation by FOXM1 and E2F Transcription Factors.” Molecular Biology of the Cell 24(23): 3634–3650. 10.1091/mbc.e13-05-0264.24109597 PMC3842991

[40] Scotlandi, Katia , Stefania Perdichizzi , Ghislaine Bernard , Giordano Nicoletti , Patrizia Nanni , P.‐Luigi Lollini , Antonio Curti , et al. 2006. “Targeting CD99 in Association with Doxorubicin: an Effective Combined Treatment for Ewing's Sarcoma.” European Journal of Cancer 42(1): 91–96. 10.1016/j.ejca.2005.09.015.16326096

[41] Beauchamp, Elspeth , Gulay Bulut , Ogan Abaan , Kevin Chen , Akil Merchant , William Matsui , Yoshimi Endo , Jeffrey S. Rubin , Jeffrey Toretsky , and Aykut Üren . 2009. “GLI1 Is a Direct Transcriptional Target of EWS‐FLI1 Oncoprotein.” Journal of Biological Chemistry 284(14): 9074–9082. 10.1074/jbc.m806233200.19189974 PMC2666556

[42] Teh, M. T. , S. T. Wong , G. W. Neill , L. R. Ghali , M. P. Philpott , and A. G. Quinn . 2002. “FOXM1 Is a Downstream Target of Gli1 in Basal Cell Carcinomas.” Cancer Research 62: 4773–4780.12183437

[43] Christensen, Laura , Jay Joo , Sean Lee , Daniel Wai , Timothy J. Triche , and William A. May . 2013. “FOXM1 Is an Oncogenic Mediator in Ewing Sarcoma.” PLoS One 8(1): e54556. 10.1371/journal.pone.0054556.23365673 PMC3554707

[44] Khan, Md Arafat , Parvez Khan , Aatiya Ahmad , Mahek Fatima , and Mohd Wasim Nasser . 2023. “FOXM1: A Small Fox that Makes More Tracks for Cancer Progression and Metastasis.” Seminars in Cancer Biology 92: 1–15. 10.1016/j.semcancer.2023.03.007.36958703 PMC10199453

[45] Raghuwanshi, Sanjeev , and Andrei L. Gartel . 2023. “Small‐molecule Inhibitors Targeting FOXM1: Current Challenges and Future Perspectives in Cancer Treatments.” Biochimica et Biophysica Acta (BBA) ‐ Reviews on Cancer 1878(6): 189015. 10.1016/j.bbcan.2023.189015.37913940

[46] Hegde, Nagaratna S. , Deborah A. Sanders , Raphaël Rodriguez , and Shankar Balasubramanian . 2011. “The Transcription Factor FOXM1 Is a Cellular Target of the Natural Product Thiostrepton.” Nature Chemistry 3(9): 725–731. 10.1038/nchem.1114.21860463

[47] Sengupta, Aniruddha , Mahbubur Rahman , Silvia Mateo‐Lozano , Oscar M. Tirado , and Vicente Notario . 2013. “The Dual Inhibitory Effect of Thiostrepton on FoxM1 and EWS/FLI1 Provides a Novel Therapeutic Option for Ewing's Sarcoma.” International Journal of Oncology 43(3): 803–812. 10.3892/ijo.2013.2016.23857410 PMC3787886

[48] Pasello, Michela , Maria Cristina Manara , and Katia Scotlandi . 2018. “CD99 at the Crossroads of Physiology and Pathology.” Journal of cell Communication and Signaling 12(1): 55–68. 10.1007/s12079-017-0445-z.29305692 PMC5842202

[49] Shang, Erfei , Shanyue Sun , Ruolan Zhang , Zehui Cao , Qingwang Chen , Leming Shi , Jinsong Wu , Shuai Wu , Yingchao Liu , and Yuanting Zheng . 2023. “Overexpression of CD99 Is Associated with Tumor Adaptiveness and Indicates the Tumor Recurrence and Therapeutic Responses in Gliomas.” Transl Oncol 37: 101759. 10.1016/j.tranon.2023.101759.37579711 PMC10440586

[50] Percie du Sert, Nathalie , Viki Hurst , Amrita Ahluwalia , Sabina Alam , Marc T. Avey , Monya Baker , William J. Browne , et al. 2020. “The ARRIVE Guidelines 2.0: Updated Guidelines for Reporting Animal Research.” PLoS Biology 18(7): e3000410. 10.1371/journal.pbio.3000410.32663219 PMC7360023

# Supplementary material for: CD99 contributes to the EWS::FLI1 transcriptome by specifically affecting FOXM1‐targets involved in the G2/M cell cycle phase, thus influencing the Ewing sarcoma genetic landscape
**Source:** J Cell Commun Signal. 2024 Aug 2;18(3):e12047. doi: 10.1002/ccs3.12047
**Supplement:** Supplementary file 1 — Supporting Information S1

## SUPPLEMENTARY DATA

**CD99 contributes to the EWS::FLI1 transcriptome by specifically affecting FOXM1-targets involved in the G2/M cell cycle phase, thus influencing the Ewing sarcoma genetic landscape.**

**Michela Pasello<sup>1\*</sup>, Maria Antonella Laginestra<sup>1\*</sup>, Maria Cristina Manara<sup>1</sup>, Lorena Landuzzi<sup>1</sup>, Francesca Ruzzi<sup>2</sup>, Margherita Maioli<sup>3</sup>, Evelin Pellegrini<sup>1</sup>, Alessandra De Feo<sup>1</sup>, Pier-Luigi Lollini<sup>2</sup>, and Katia Scotlandi<sup>1#</sup>.**

*\*These authors contributed equally.*

# Supplementary Figures

Supplementary Figure S1

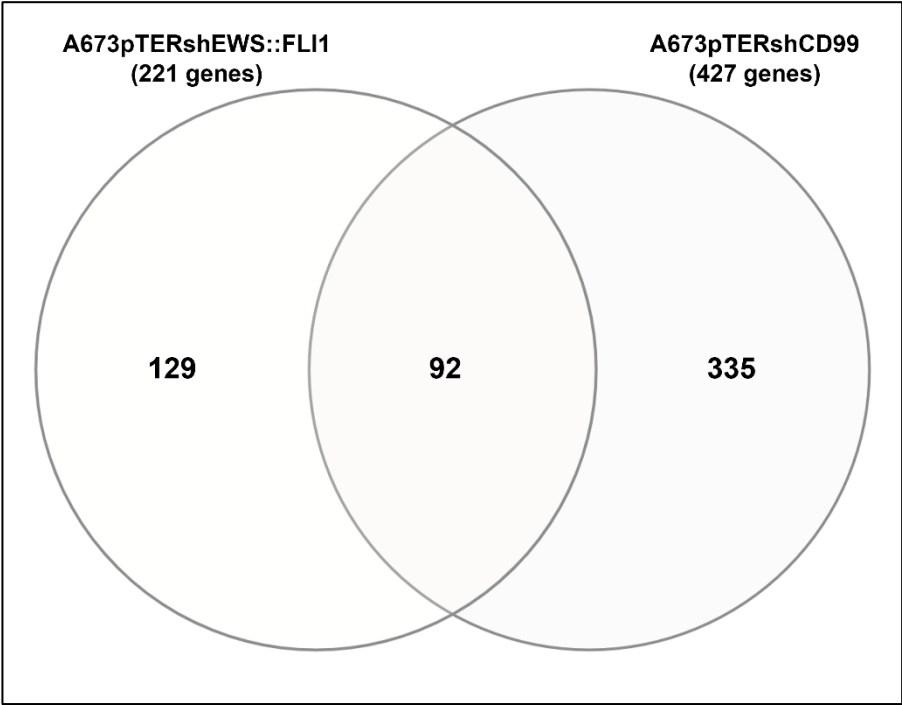

**Supplementary Figure S1:** Venn diagram showed the 92 shared genes between the identified A673pTERshEWS::FLI1 and A673pTERshCD99 dynamic signatures. The common genes are reported in Supplementary Table S6

## Supplementary Figure S2

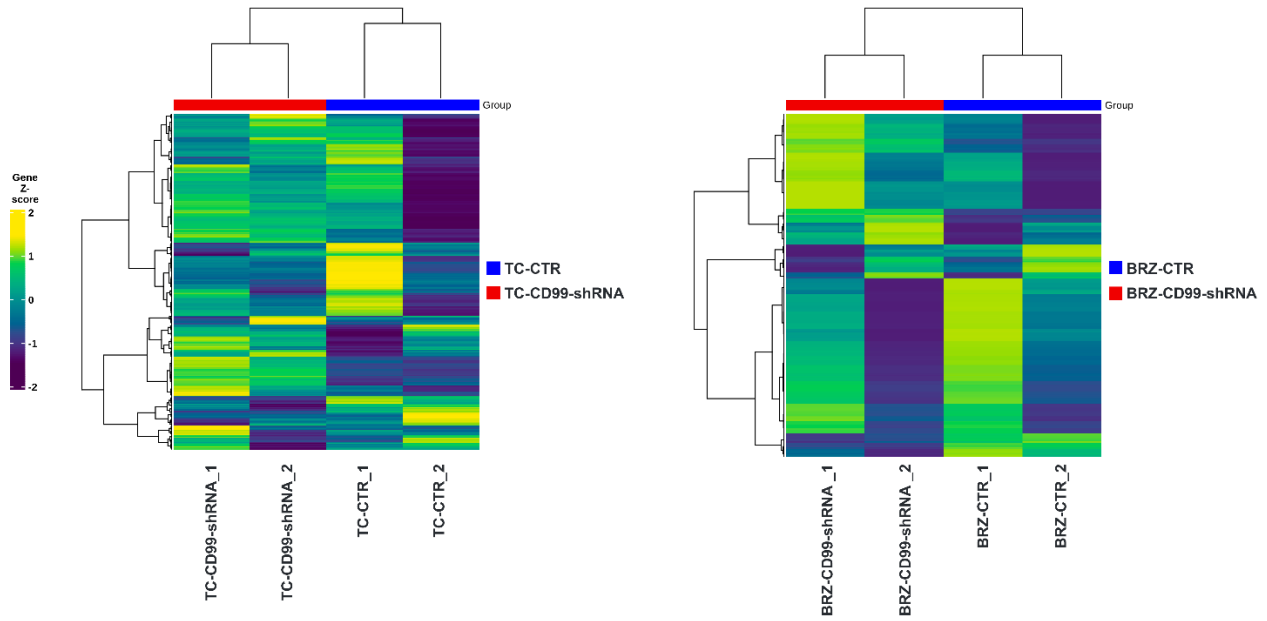

**Supplementary Figure S2:** Unsupervised Hierarchical clustering using A673pTERshCD99 signature was applied to TC-71 and IOR/BRZ CD99 silenced models (GSE10993) The hierarchical clustering algorithm recognized two distinct clusters in both TC-71 and IOR/BRZ-silenced cell lines compared to controls. In the matrix, each row represents a gene, and each column represents a sample. The color scale illustrates the relative expression levels (z-score) of gene across all samples: blue represents the expression level above the mean and yellow represents the expression lower than the mean.

Supplementary Figure S3

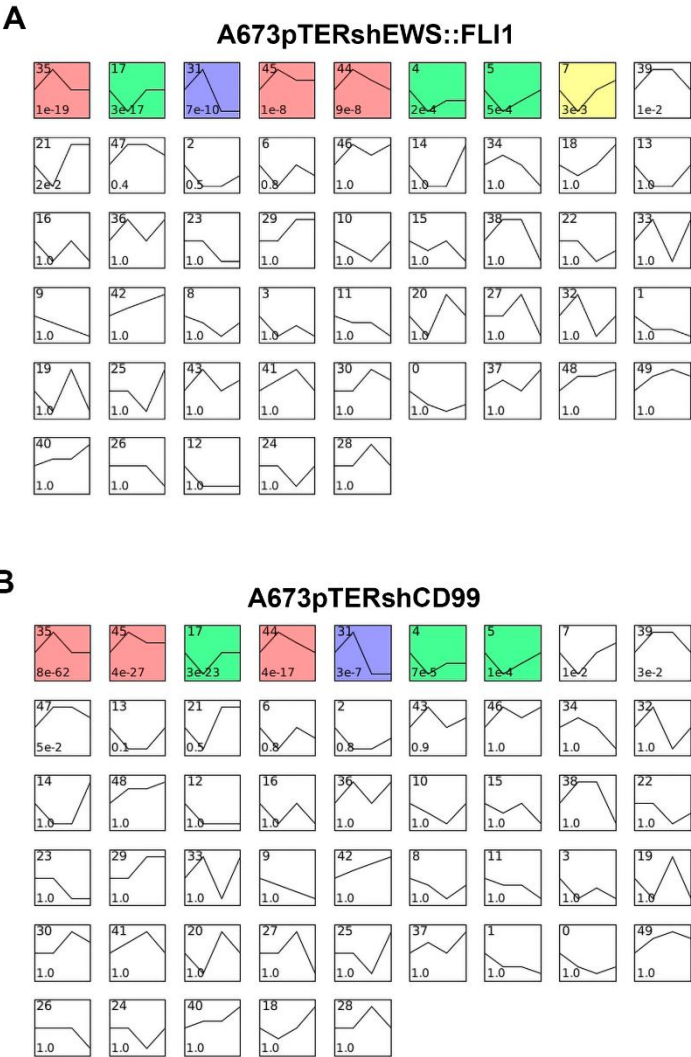

**Supplementary Figure S3:** Short Time-series Expression Miner (STEM) algorithm profiles overview of **(A)** A673pTERshEWS::FLI1 and **(B)** A673pTERshCD99. Clusters and profiles were ordered based on p-value significance of number of genes assigned versus expected. Profiles with the same color show similar patterns (based on correlation coefficients) and are grouped together to form a cluster of significant profiles.

Supplementary Figure S4

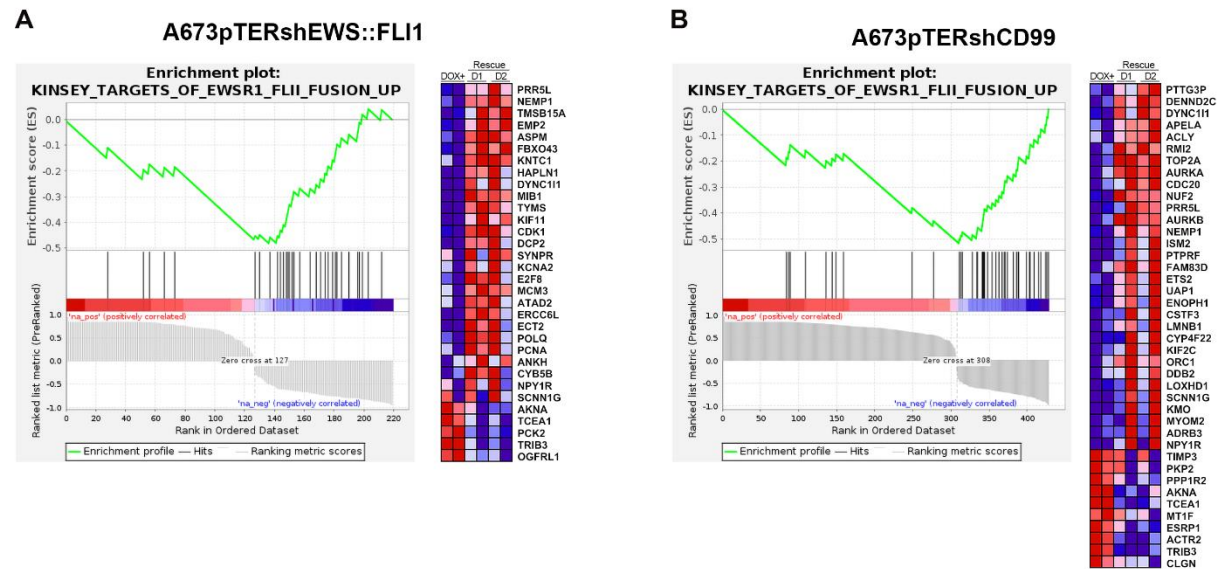

**Supplementary Figure S4:** GSEA revealed a significant enrichment of downregulated genes in EWS::FLI1 target genes (Kinsey and colleagues database) when EWS::FLI1 (A) or CD99 (B) expression was silenced. The enrichment score curve was obtained using GSEA software employing a continuous phenotype label and Pearson's correlation metric for ranking genes. In the enrichment plot, the x-axis shows the rank of genes from the most upregulated to the most downregulated between D0, D1 and D2. The vertical black line indicates the position of the enriched genes (Hit) comprising the gene set. The heatmaps show the genes that contribute most to the core enriched pathway; red and blue colours indicate genes up and downregulated, respectively, in D0, D1 and D2.

Supplementary Figure S5

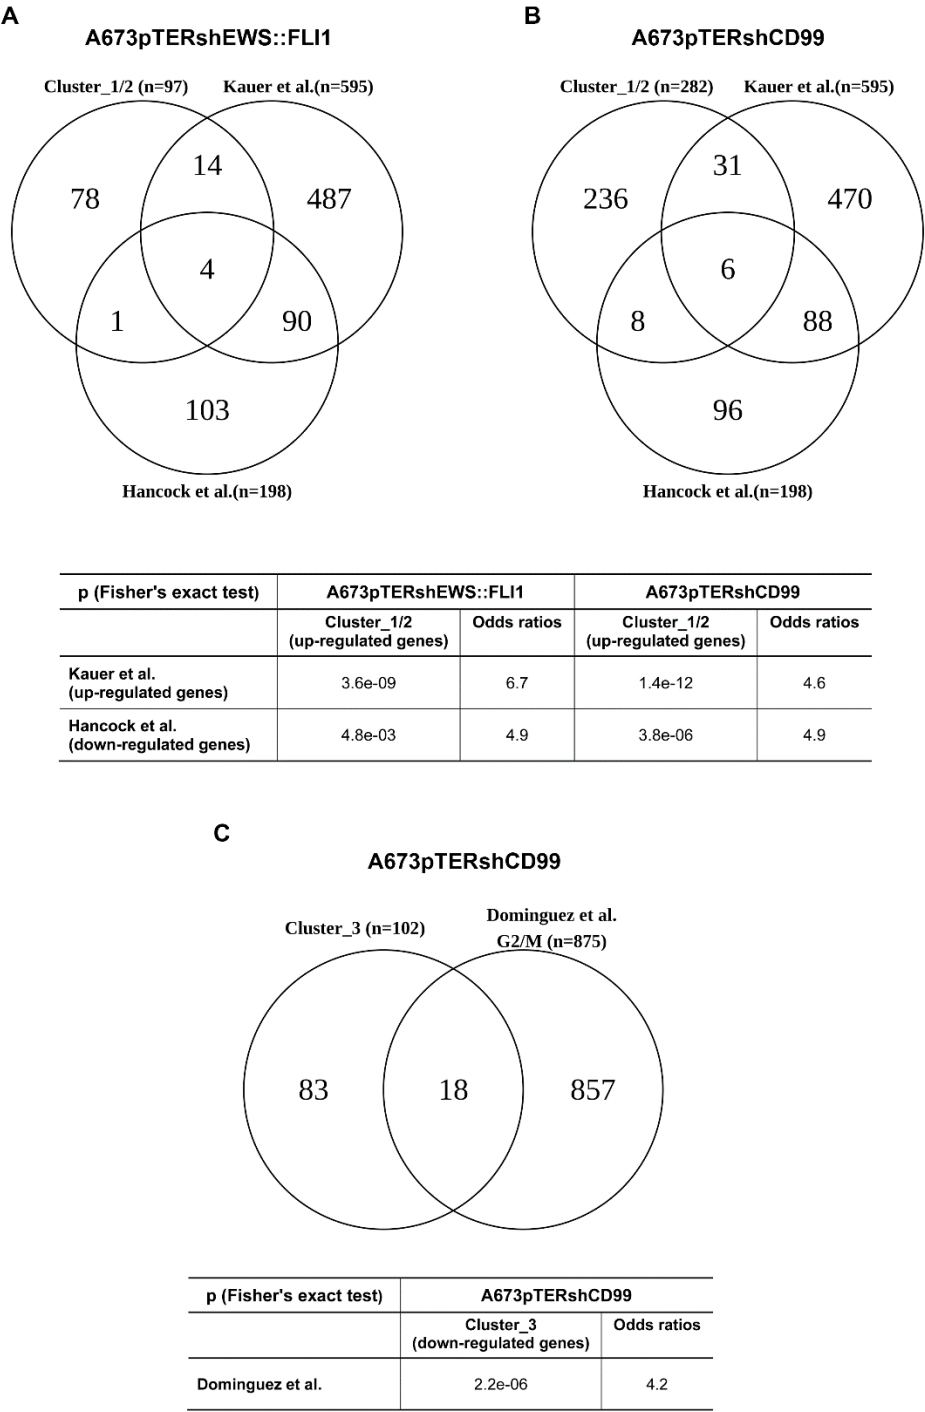

**Supplementary Figure S5:** Overlap of A673pTERshEWS::FLI1 and A673pTERshCD99 cluster 1/2 with two described EwS gene signatures. **(A)** Venn diagram of A673pTERshEWS::FLI1 cluster 1/2 genes with EwS up-regulated genes identified by Kauer et al. and downregulated genes identified by Hancock et al. **(B)** Venn diagram of A673pTERshCD99 cluster 1/2 genes with EwS up-regulated genes identified by Kauer et al. and downregulated genes identified by Hancock et al. **(C)** Overlap of A673pTERshCD99 Cluster 3 with the transcriptomic signatures associated to the specific phases of the cell cycle. Venn diagram of A673pTERshCD99 cluster 3 genes with the transcriptome map of cell cycle reported by Dominguez et al. We

found a strong matching between genes enriched in DREAM complex targets and G2/M cell cycle phases. The table reports p values (Fisher test) and odds ratios.

## Supplementary Figure S6

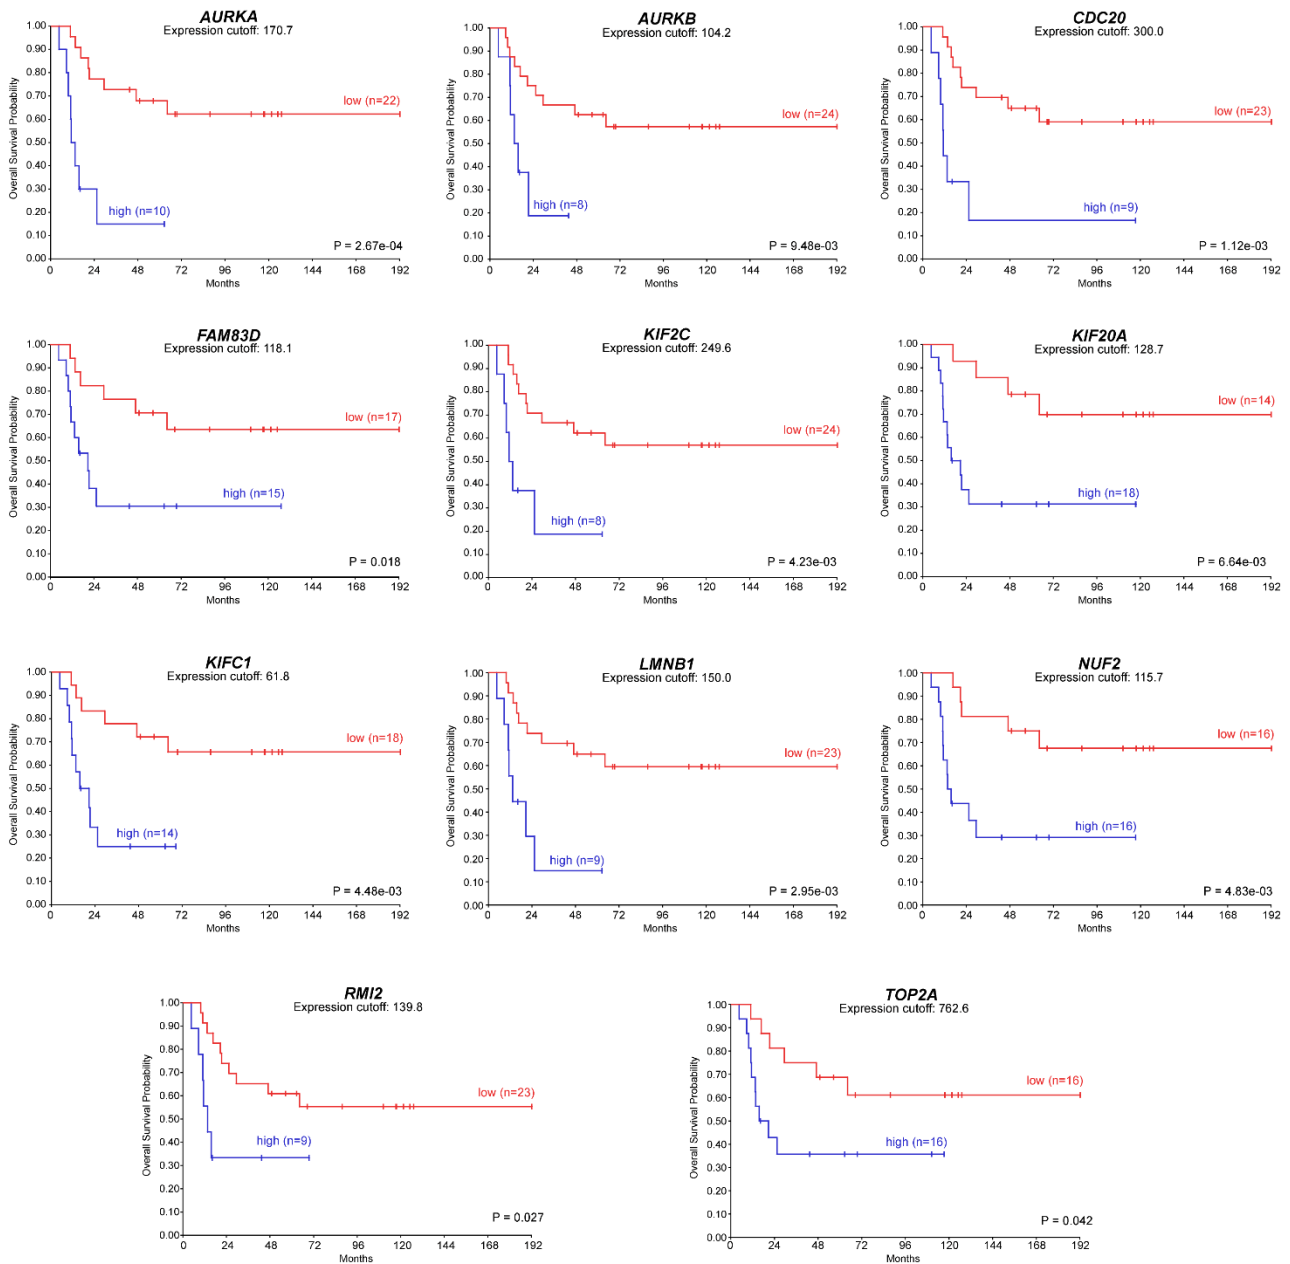

**Supplementary Figure S6:** Kaplan-Meier survival curves using R2 analysis software showing the overall survival (OS) probability for high (blue) versus low (red) mRNA expression of 11 DREAM complex target genes in 32 primary EwS tumors from the GSE17618 (“Mixed Ewing Sarcoma – Savola – 117 – MAS5.0 – u133p2”) dataset. High gene expression levels showed a clear trend towards worse overall survival.

Supplementary Figure S7

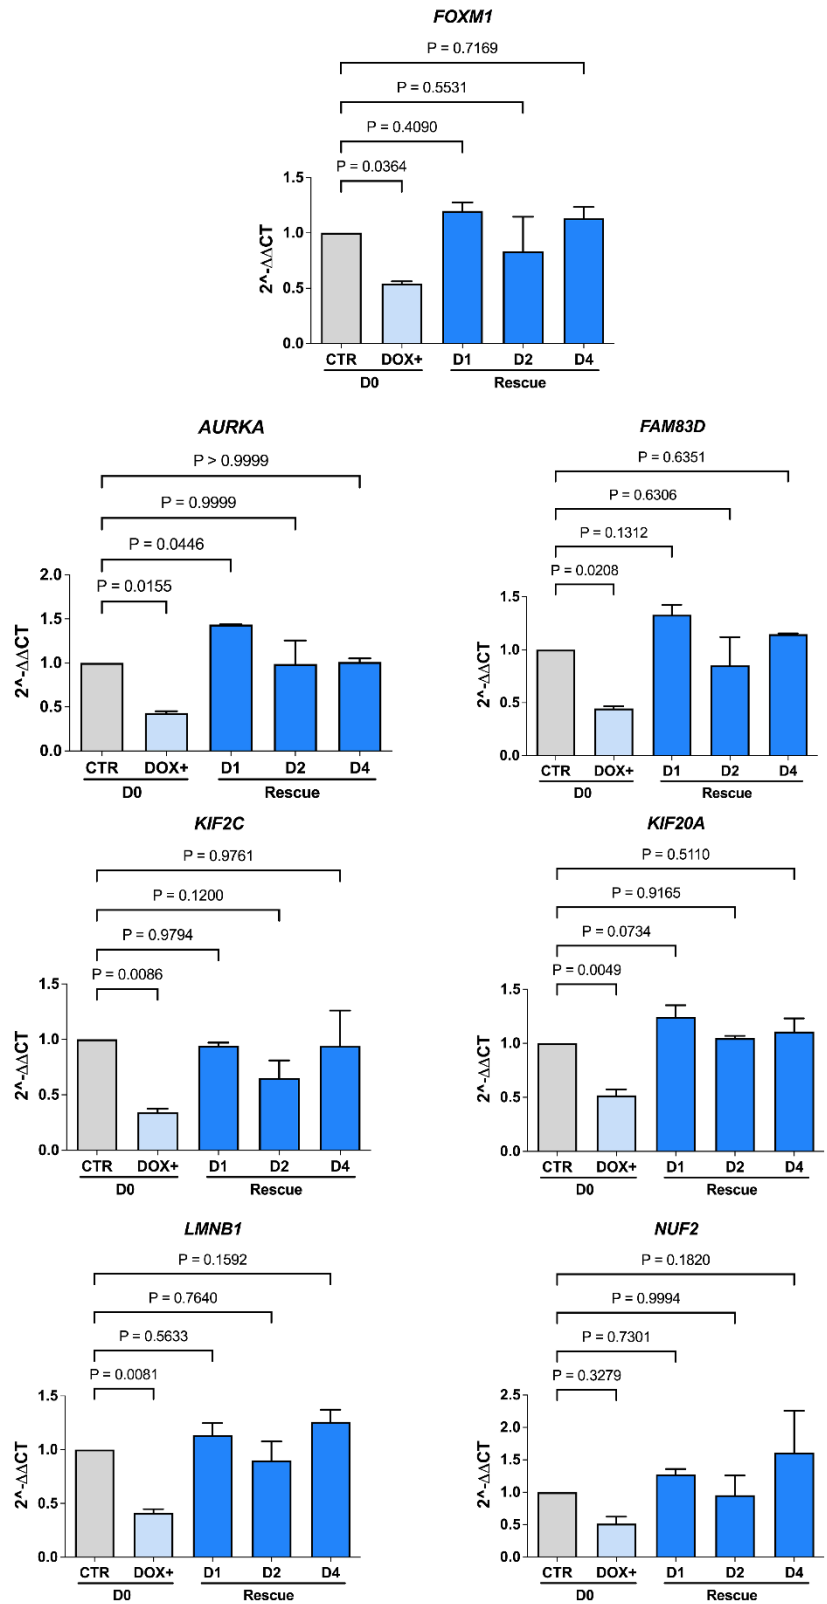

**Supplementary Figure S7:** Expression level of *FOXM1*, *AURKA*, *FAM83D*, *KIF20A*, *KIF2C*, *LMNB1* and *NUF2* by RT-qPCR in A673pTERshCD99 cells at the indicated time point. Data are expressed as mean ± SD (One-way ANOVA "Dunnett's multiple comparisons test").

Supplementary Figure S8

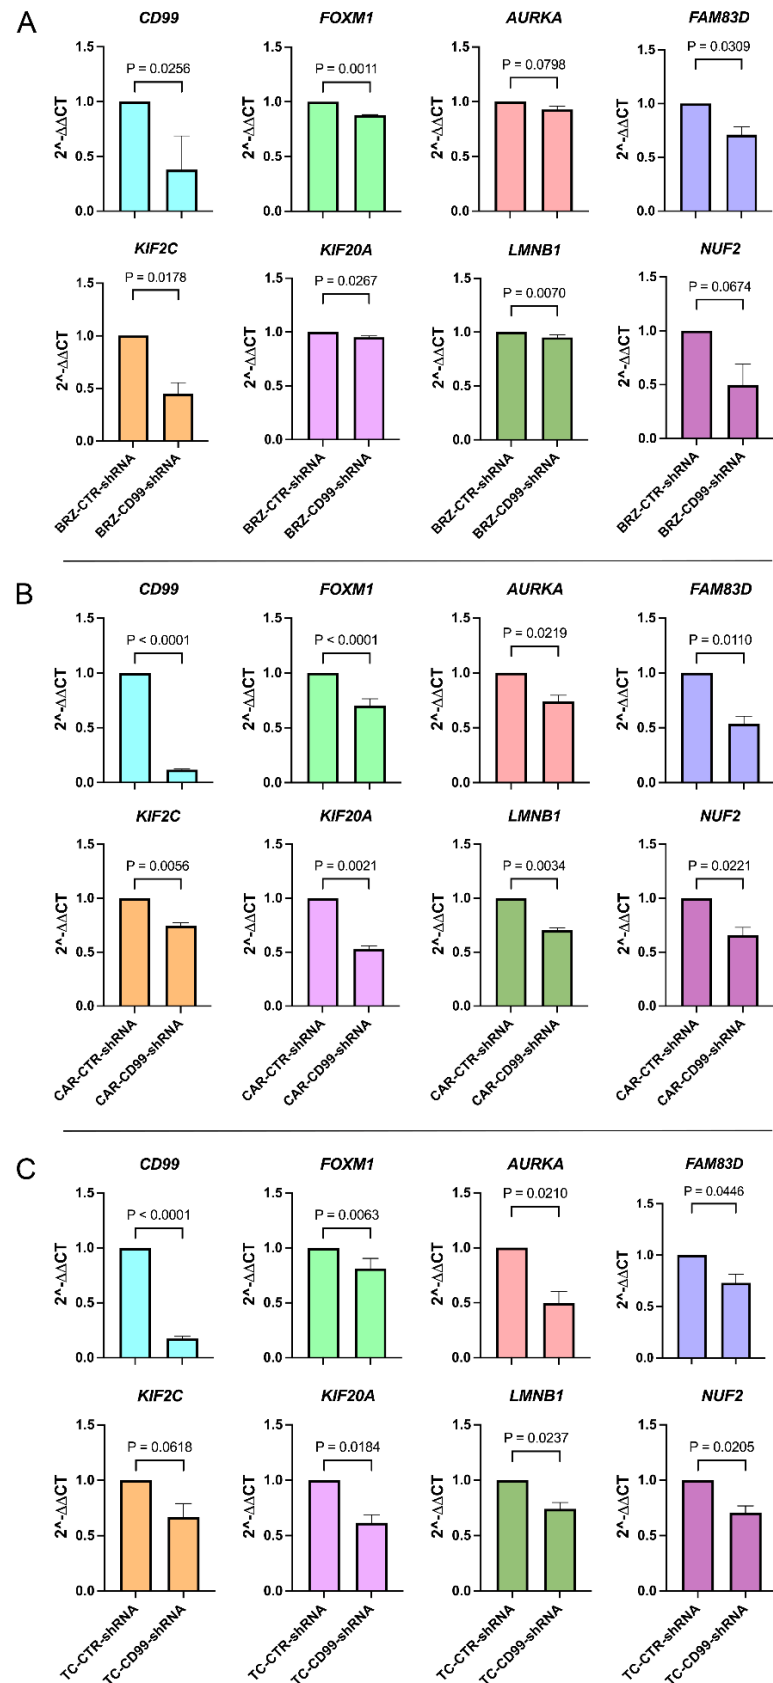

**Supplementary Figure S8:** Expression level of *CD99*, *FOXM1*, *AURKA*, *FAM83D*, *KIF20A*, *KIF2C*, *LMNB1* and *NUF2* by RT-qPCR in BRZ-CTR-shRNA and BRZ-CD99-shRNA cells (**A**); in CAR-CTR-shRNA and CAR-CD99-shRNA cells (**B**) and in TC-CTR-shRNA and TC-CD99-shRNA cells (**C**). Data are expressed as mean  $\pm$  SD (Unpaired t test).

Supplementary Figure S9

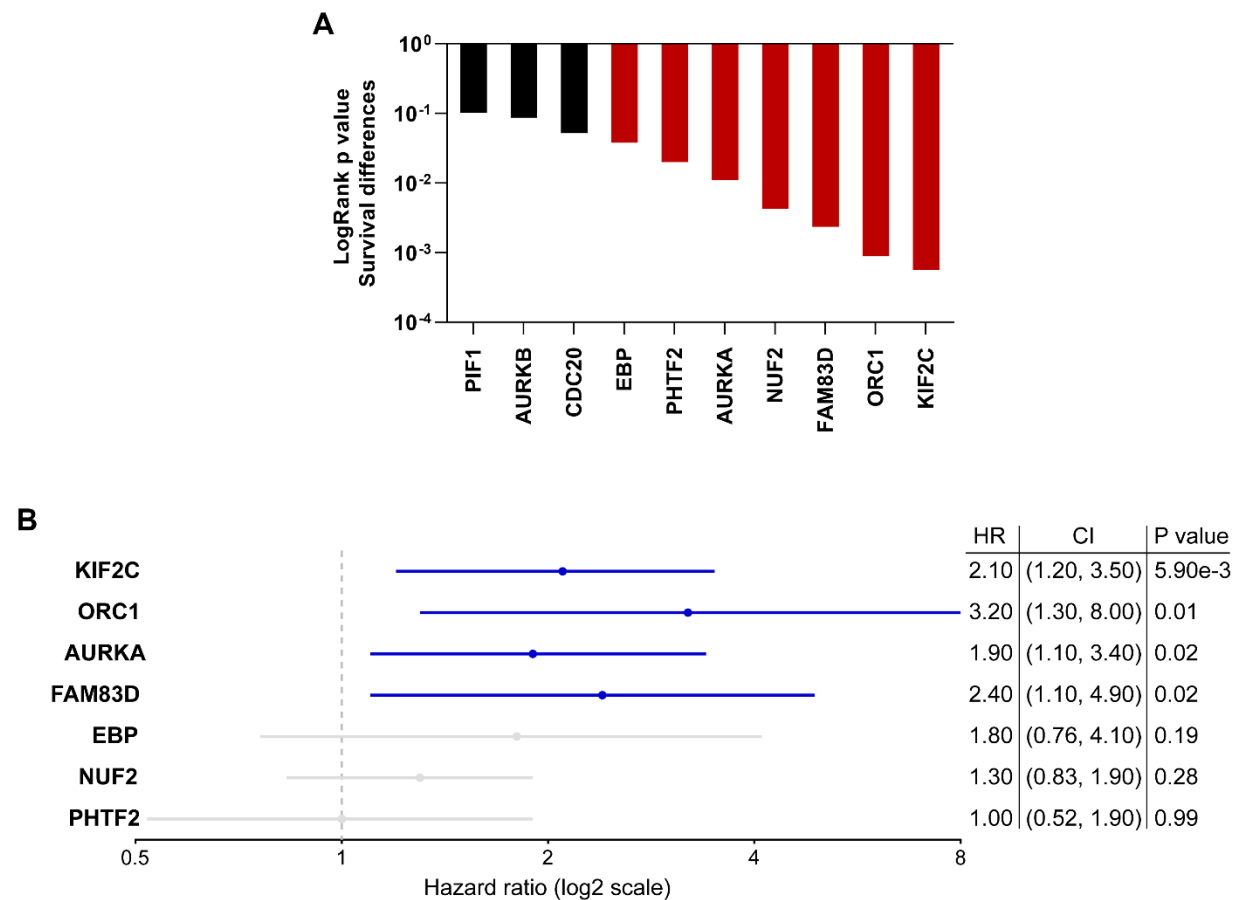

**Supplementary Figure S9:** Prognostic value of DREAM target genes. **(A)** Log-rank P values determined for overall survival (OS) differences based on high vs low expression of 10 CD99-modulated genes of the core DREAM gene set. "Tumor Ewing sarcoma (Core Transcript) - Dirksen - 85 - rma sketch - huex10t" was considered (GSE63157). **(B)** Multivariate Cox regression analysis identified 4 independent prognostic factors for EwS overall survival. (HR, hazard ratio; CI, confidence interval).

How the deposited data were processed for this re-analysis (not part of the article)

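Gene expression was measured on 16 1-colour Agilent SurePrint G3 arrays of A673pTERshEWS::FLI1 and A673pTERshCD99 cells, 2 for each of 4 states: CTR, D0 (48 h of DOX at 2 μg/mL), D1 (24 h after DOX removal) and D2 (48 h after it). Conditions were taken from the sample labels and the paper. In each state and model the labels number 1 array as a replicate, called B here, and give the other, called A, no number, so that joining the A arrays across states rests on the missing number. The paper's methods call the 2 biological replicates, and p-values measure the spread between these arrays. The scanner output of each array holds median signals, median local backgrounds and the processed signal of the scanner's software, all linear intensities, and the authors' deposited table holds log2 values. Mean signals were not in the scanner output, so median signals were used in their place. The file headers give Feature Extraction 10.7.3.1 and a scan resolution of 3 μm, where the paper's methods give another version and resolution. The deposited table was recovered within 0.001 log2 units for all 57901 probes compared by normexp with an offset of 0 and quantile normalization within each model's arrays.

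Control spots were left out and the spots of a probe were averaged, which gave 58201 probes. Probes were named through their RefSeq accession with the RefSeq gene table of GRCh38.p14, which named 31104 probes of 22439 genes; a probe without such a name was kept under its own accession. Signals were background-corrected by normexp with an offset of 16, quantile-normalized over the 16 arrays and taken to log2 with limma 3.58.1 in R 4.3.3. Of the probes, 34233 were kept because they were well above background on both arrays of at least 1 of the 8 groups, and 39 were dropped for outlier marks. Each gene was read by the kept probe with the highest mean over the arrays, also for the 4954 genes with more than 1 kept probe, which left 28012 features, 16835 with a gene name and 11177 without.

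One limma fit with 8 group means gave 8 residual degrees of freedom (prior degrees of freedom 2.91). The contrasts were D0 minus CTR, D1 minus D0 and D2 minus D1 in each model, and the difference of D0 minus CTR between the models. Counts are given at the paper's threshold (unadjusted p of at most 0.05 and an absolute log2 fold change above 1) and at a Benjamini-Hochberg adjusted p under 0.05. A feature was counted as changed over time when it passed the paper's threshold at D0 and changed the opposite way from D0 to D1 with an unadjusted p of at most 0.05. The paper's methods give a change of direction after DOX removal at D1 and D2 with p of at most 0.05 and an absolute log2 fold change above 1. They list contrasts of DOX+ with CTR, D1 with D0 and D2 with D1, without saying whether both times had to pass. These limits were run as 2 added alternatives, at both times and at either. Both took D2 against D0, which is not the paper's contrast for D2. Overlaps were compared with the number expected by chance and a one-sided hypergeometric test over the features tested, both of which treat features as independent.

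Gene lists were written from general knowledge, 24 in all with 676 genes, with the paper's Tables S2 to S5 seen. The FOXM1 list includes the targets that the paper names. They cover G1/S and G2/M targets of DREAM, S-phase and G2/M markers, FOXM1 targets, genes activated and repressed by EWS::FLI1, the integrated stress response, the unfolded protein response, cholesterol synthesis, fatty acid synthesis, metallothioneins, interferon-induced genes, hypoxia, p53 targets, neuronal markers, histones, ribosomal proteins, nuclear-encoded respiratory chain subunits, mitochondrial translation, genes encoded by mitochondrial DNA and markers of blood, epithelial and endothelial cells. Of the 15 genes encoded by mitochondrial DNA 0 were measured, so that 23 lists were tested. Each list was tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, a self-contained test. The p-values were adjusted over 46 tests per kind of contrast, and over 23 for the difference between the models. With the preset correlation 15 lists were called at D0 in A673pTERshEWS::FLI1 and 13 in A673pTERshCD99, and with the estimated correlation 2 and 1.

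The genes named in the text follow a rule fixed beforehand: per model at D0 the 8 largest rises and the 8 largest falls among genes with an adjusted p under 0.05, or at the paper's threshold where fewer than 8 had one, whose D0 arrays both lay beyond both CTR arrays; the genes the paper names in its results; the core genes of Fig. 5B, 5D and 6B, of which the text gives a part; and from each list up to 4 members with the smallest p. GUCY1A2 falls outside this rule and was named after its values were seen.

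Alternatives to the background correction, normalization, source of values, filter, probe rule, fit, variance model, block and threshold were run one at a time, as was leaving out each array in turn, where the lone array left in a group is assumed to vary like the other groups. A contrast with such a lone array sets 1 replicate against the mean of both, so it also holds the difference between the replicates. Arrays with the same letter deviated together from their group means, with correlations of 0.52 to 0.83 between the states of A673pTERshEWS::FLI1 and 0.12 to 0.77 between those of A673pTERshCD99. The block for the replicate within a model is also a block for its slide (residual degrees of freedom 6, prior 4.06). In A673pTERshCD99 its pairing of the DOX+ array of replicate B is in doubt, which limits every call with the block there. The arrays had 51.9% to 61.6% of their probes well above background, and the median signal was 1.3 to 2.45 times its background. The pipeline was tested on simulated data: of genes given a log2 change of 1.5 in A673pTERshEWS::FLI1, 85.1% were recovered at the paper's threshold and 52.2% at an adjusted p under 0.05, and of those given a change of 3, 98.5% and 95.5%; in A673pTERshCD99 the shares were 88.1% and 52.2%, and 100% and 92.4%. Of unchanged genes 1.18% and 1.22% passed the paper's threshold and 0.0324% and 0.0396% the adjusted one. All simulated arrays were drawn independently, without the shared deviation of arrays with the same letter. The gene sets behind the paper's enrichment analyses, the tumor datasets, the RT-qPCR, protein and in vivo measurements were not analysed here.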

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

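The tests in this part were set before the arrays were examined, but the gene lists were written with the paper's tables of changed genes seen, so that the choice of groups was not blind to the result. The groups named here passed camera at D0 and are not discussed in the paper's results, although Table S10 lists a cholesterol metabolism set as lower in A673pTERshCD99.

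Genes of the integrated stress response were higher at D0 in both models, with a median log2 fold change of 0.76 in A673pTERshEWS::FLI1 and 0.38 in A673pTERshCD99, calls that were lost with an estimated correlation (adjusted p = 0.0588 and 0.0772). Normalization between the arrays as the whole cause is argued against by the processed signal scaled to the 75th percentile, with which the lower of the 2 medians was 0.45, and a single slide by the medians within each slide and model, the lowest of which was 0.47. Doxycycline was given to both models, and the list changed by medians of −1.31 and −1.24 from D0 to D1, but higher genes in both models are the pattern itself and do not test it. No array had DOX without an shRNA against these targets, so that doxycycline and silencing cannot be told apart for these genes. A response to the silencing of EWS::FLI1 and of CD99 stays open, and was not tested.

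Cholesterol synthesis and uptake genes had medians of −0.91 in A673pTERshEWS::FLI1 (camera, adjusted p = 1.72e-19) and −0.97 in A673pTERshCD99 (adjusted p = 6.65e-14), and both calls held with an estimated correlation (adjusted p = 0.0216 and 0.0437). Among them MVD had −1.01 and −1.45, NSDHL −0.82 and −0.79, DHCR7 −1.12 and −1.45 and EBP, which Fig. 5D shows among the DREAM core genes, −0.99 and −1.11, and 13 and 17 of 25 were lower when adjusted over the list alone. In A673pTERshCD99, MVD, DHCR7, EBP, FASN and ELOVL6 passed an adjusted p under 0.05 over all features with the replicate as a block, whose pairing is in doubt there. Fatty acid synthesis genes had medians of −0.77 (adjusted p = 9.68e-13, and 0.0216 with an estimated correlation) and −0.62 (adjusted p = 2.62e-05, and 0.0588), with FASN at −0.98 and −0.81 and ELOVL6 at −1.13 and −1.48. Metallothioneins, near-identical paralogs, had medians of 1.04 (adjusted p = 7.44e-10, and 0.0588) and 1.33 (adjusted p = 8.68e-07, and 0.0644), with MT1M at 2.13 in A673pTERshEWS::FLI1 and MT2A at 1.33 in A673pTERshCD99. Interferon-induced genes, of which 16 of 22 were measured, had medians of 0.31 (adjusted p = 0.0225, and 0.07) and 0.38 (adjusted p = 0.00171, and 0.0588), and the call in A673pTERshEWS::FLI1 was lost with the replicate as a block, the processed signal scaled to the 75th percentile, and without either DOX+ array or the CTR array of replicate B.

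In A673pTERshEWS::FLI1 replication-dependent histones had a median of −0.40 (camera, adjusted p = 0.00174, and 0.589 with an estimated correlation), which was 0.14 without the DOX+ array of replicate B and 0.03 without the CTR array of replicate A. These 2 values also hold the difference between the replicates, and within replicates A and B the median was −0.28 and −0.49. Markers of epithelial cells had a median of 0.52 there (adjusted p = 0.004, and 0.0588), a call lost without the DOX+ array of replicate B (0.19) or the CTR array of replicate A (0.37). Ribosomal proteins had a median of 0.10 (adjusted p = 0.0106, and 0.604), a call lost with either processed signal and without the CTR or the DOX+ array of replicate B. In A673pTERshCD99 neuronal markers, whose lineage the paper's introduction names, had a median of 0.43 (adjusted p = 0.0436, and 0.389), and 0 of them passed when adjusted over the list alone; the call was lost with an offset of 50, the processed signal scaled to the 75th percentile, no filter or probes well above background on all 16 arrays, without the CTR array of replicate A (0.68) or B (0.23), the DOX+ array of replicate B of either model or the 4 arrays of replicate B (0.19). The self-contained test fry called neither histones and ribosomal proteins in A673pTERshEWS::FLI1 (adjusted p = 0.627 and 0.407) nor neuronal markers in A673pTERshCD99 (adjusted p = 0.445).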

How the results depend on the processing

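Added after the data were seen were the paper's limits on the reversal at D1 and D2, the runs without the 4 A673pTERshCD99 replicate B arrays, the combined setting for the counts and the pairing of replicates between the models. Over the comparisons of the design 1219 values kept their direction and side of the threshold or stayed within 1.5 times the count, 76 moved, 18 lost and 14 gained a call and 24 reversed; for single genes and other lists 5018 did not change, 139 lost and 48 gained a call and 91 reversed. The signal was 1.3 to 2.45 times its background in the median spot, so that fold changes of dim probes depend on the offset, and the direction of the DREAM, cholesterol and stress response lists at D0 was the same with each background correction and normalization run. The slide block is the replicate block, and each value is followed by its model or by the word difference for the difference between the models. The cause was not tested for any of these changes, except that fewer arrays or features were tested where the setting says so. Fitting each model alone gives no difference between the models, and the quantile-normalized processed signal had 855 higher and 989 lower features in A673pTERshCD99, against 470 and 291.

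With an offset of 0 in normexp: endothelial markers 0.01 (CD99); hypoxia 0.05 (difference). With the processed signal scaled to the 75th percentile: features at D0 898 (EWS::FLI1), 1679 (CD99); features over time 397 (EWS::FLI1), 885 (CD99), 201 (both); endothelial markers 0.02 (CD99); p53 targets 0.03 (CD99); hypoxia 0.04 (difference); metallothioneins −0.03 (difference); respiratory chain −0.04 (difference); ribosomal proteins 0.13 (difference); IGF1 −0.02 (EWS::FLI1); LIPI −0.05 (CD99); PHTF2 −0.05 (CD99). With the processed signal after quantile normalization: features at D0 823 (EWS::FLI1), 1844 (CD99); features at an adjusted p under 0.05 3 (EWS::FLI1); features over time 395 (EWS::FLI1), 1045 (CD99), 197 (both); respiratory chain 0.02 (CD99); p53 targets 0.02 (CD99); hypoxia 0.03 (difference); mitochondrial translation 0.02 (difference); PHTF2 −0.02 (CD99). With normalization within each model: hypoxia 0.01 (difference). With the authors' deposited values: features at D0 580 (EWS::FLI1); features over time 320 (EWS::FLI1); features at an adjusted p under 0.05 10 (CD99); hypoxia 0.04 (difference); metallothioneins −0.02 (difference); respiratory chain −0.03 (difference); PHTF2 0 (CD99). With probes well above background on all 16 arrays: features at an adjusted p under 0.05 3 (EWS::FLI1), 5 (CD99); neuronal markers 0 (EWS::FLI1). With the mean of a gene's probes: respiratory chain −0.01 (EWS::FLI1), −0.04 (difference); endothelial markers 0.04 (CD99); p53 targets 0.02 (CD99); metallothioneins −0.08 (difference); IGF1 −0.12 (EWS::FLI1); ZNF273 −0.35 (CD99); PHTF2 −0.36 (CD99). With each model fitted alone: features at an adjusted p under 0.05 0 (EWS::FLI1), 0 (CD99). With a trended and robust variance: features at an adjusted p under 0.05 26 (CD99). With the replicate (slide) block: features at an adjusted p under 0.05 18 (EWS::FLI1), 299 (CD99); features at D0 1240 (CD99); features over time 905 (CD99), 188 (both); lists called 1 (difference). With an estimated correlation in camera 2 (EWS::FLI1) and 1 (CD99) lists were called, and these calls were lost with unchanged medians: G1/S DREAM targets −0.99 and −1.23 (adjusted p 0.0588 and 0.0644), G2/M DREAM targets −0.71 and −0.85 (adjusted p 0.0588 and 0.066), EWS::FLI1-activated genes −0.75 and −0.62 (adjusted p 0.181 and 0.252), EWS::FLI1-repressed genes 0.66 and 0.84 (adjusted p 0.187 and 0.225), FOXM1 targets −0.66 and −0.86 (adjusted p 0.0644 and 0.0644), S-phase markers −0.94 and −1.09 (adjusted p 0.0588 and 0.0644), G2/M markers −0.64 and −0.67 (adjusted p 0.0588 and 0.0768), stress response 0.76 and 0.38 (adjusted p 0.0588 and 0.0772). At an adjusted p under 0.1, 28 features passed (CD99). With reversal at D1 and D2: features over time 323 (CD99), 78 (both). With reversal with no p limit: features over time 328 (EWS::FLI1), 206 (both). With the paper's p and fold limits on the reversal at both D1 and D2, each taken against D0: features over time 107 (EWS::FLI1), 218 (CD99), 63 (both). With DOX+ replicate A for D0 and B for D1: features over time 94 (EWS::FLI1), 252 (CD99), 58 (both). With DOX+ replicate B for D0 and A for D1: features over time 118 (EWS::FLI1), 203 (CD99), 50 (both). With the 4 CD99 replicate B arrays left out: features at an adjusted p under 0.05 0 (EWS::FLI1), 0 (CD99); features over time 282 (CD99); p53 targets 0.08 (CD99); G1/S DREAM targets −0.53 (difference); EWS::FLI1-activated genes 0.06 (difference); histones −0.47 (difference); hypoxia 0.15 (difference); metallothioneins −0.05 (difference); mitochondrial translation 0 (difference); respiratory chain −0.01 (difference); lists called 1 (difference); CD99 −0.49 (CD99); EWSR1 0.05 (CD99); LIPI −0.1 (CD99); PHTF2 −0.05 (CD99). With the combination of deposited values, each model alone, no filter and any probe: features at D0 557 (EWS::FLI1).

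Leaving out each array in turn gave these ranges: features at D0 316 to 919 (EWS::FLI1) and 382 to 1283 (CD99), features at an adjusted p under 0.05 3 to 9 (EWS::FLI1) and 0 to 17 (CD99), features over time 143 to 541 (EWS::FLI1) and 207 to 794 (CD99) and 68 to 206 (both), features 0 to 2 (difference), EWS::FLI1-activated genes −1.11 to −0.17 (EWS::FLI1) and −0.51 to 0.34 (difference), EWS::FLI1-repressed genes 0.22 to 1.29 (EWS::FLI1) and −0.37 to 0.43 (difference), unfolded protein response −0.3 to 0.02 (EWS::FLI1) and −0.16 to 0.38 (difference), histones −0.99 to 0.14 (EWS::FLI1) and −0.56 to 0.06 (CD99) and −0.42 to 0.66 (difference), mitochondrial translation −0.12 to 0.01 (EWS::FLI1) and −0.11 to 0.01 (difference), neuronal markers −0.6 to 0.31 (EWS::FLI1), blood markers −0.06 to 0.14 (EWS::FLI1) and −0.14 to 0.01 (CD99) and −0.26 to 0.05 (difference), respiratory chain 0 to 0.09 (EWS::FLI1) and −0.06 to 0.02 (CD99) and −0.07 to 0.04 (difference), p53 targets −0.06 to 0.1 (EWS::FLI1) and −0.14 to 0.05 (CD99), endothelial markers −0.18 to 0.18 (CD99), cholesterol −0.32 to 0.07 (difference), G1/S DREAM targets −0.62 to 0.13 (difference), G2/M DREAM targets −0.38 to 0.18 (difference), FOXM1 targets −0.43 to 0.03 (difference), S-phase markers −0.55 to 0.11 (difference), G2/M markers −0.37 to 0.23 (difference), hypoxia −0.31 to 0.27 (difference), stress response −0.4 to −0.04 (difference), metallothioneins −0.45 to 0.54 (difference), lists called 9 to 15 (EWS::FLI1) and 0 to 7 (difference), CD99 −1.96 to 0.89 (EWS::FLI1) and −0.35 to 1.16 (CD99), EWSR1 −0.53 to 0.02 (EWS::FLI1), KIF2C −1.53 to 0.02 (EWS::FLI1), IGSF10 −1.91 to 0.18 (EWS::FLI1), LOXHD1 −1.5 to 0.3 (EWS::FLI1), IGF1 −0.98 to 0.99 (EWS::FLI1), ZNF273 −0.48 to 0.11 (EWS::FLI1), DCC −0.29 to 0.24 (EWS::FLI1), LIPI −0.05 to 0.15 (CD99), PHTF2 −0.04 to 0.06 (CD99).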

Differences from the paper's values

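The values below are log2 fold changes or counts at the paper's threshold, with alternatives set before the data were examined except where said; no test was run for a cause. The tolerance is a factor of 1.5 for a count, and for a fold change the same sign and a difference no larger than the SD of the changes in replicates A and B, so that a value within it can still lie away from the paper's, on either side. An array left out is named by the silenced target, its state and replicate letter.

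The paper's number of genes changed at D0 in A673pTERshEWS::FLI1 is 554, against 333 here; 6 of 28 alternatives came within the tolerance: normexp with an offset of 0, the quantile-normalized processed signal, the authors' deposited values and the replicate block, and leaving out EWS::FLI1 CTR A and EWS::FLI1 CTR B. The paper's number of genes higher at D0 in A673pTERshEWS::FLI1 is 326, against 208 here; 12 of 28 alternatives came within the tolerance: normexp with an offset of 0, the quantile-normalized processed signal, normalization within each model, the authors' deposited values and the replicate block, and leaving out CD99 D2 A, CD99 D2 B, EWS::FLI1 CTR A, EWS::FLI1 DOX+ A, EWS::FLI1 D2 A, EWS::FLI1 CTR B and EWS::FLI1 D2 B. The paper's number of genes lower at D0 in A673pTERshEWS::FLI1 is 228, against 125 here; 7 of 28 alternatives came within the tolerance: normexp with an offset of 0, the processed signal scaled to the 75th percentile, the authors' deposited values and the replicate block, and leaving out EWS::FLI1 CTR A, EWS::FLI1 CTR B and EWS::FLI1 DOX+ B. Some counts within the tolerance lie further from the paper's than the values here do: the quantile-normalized processed signal gave 823 genes, 466 of them higher, and leaving out EWS::FLI1 DOX+ A gave 478 higher. For the counts, a combination chosen after seeing the values, the authors' deposited values with each model fitted alone, no filter and a gene counted when any of its probes passes, gave 557 (321 higher, 236 lower) in A673pTERshEWS::FLI1 and 1092 in A673pTERshCD99, against the paper's 554 and 920, and dropped 160 of the 501 genes of Table S2 with a probe here and 120 of the 892 of Table S3. The authors' deposited values alone gave 580 and 927. The copy of Table S2 used here holds 553 of the paper's 554 genes. The paper's fold changes matched the authors' deposited table within 0.001 for 395 of the 501 genes of Table S2 and 868 of the 892 of Table S3. In Tables S2 and S4, 1 gene, LOXHD1, lies at or under the paper's threshold for the fold change.

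The paper's log2 fold change of NNMT in A673pTERshEWS::FLI1 is 3.42, against 2.95 here; 3 of 28 alternatives came within the tolerance: normexp with an offset of 0 and the authors' deposited values, and leaving out EWS::FLI1 DOX+ B. The paper's log2 fold change of S100P in A673pTERshEWS::FLI1 is 3, against 2.59 here; 6 of 28 alternatives came within the tolerance: normexp with an offset of 0, the processed signal scaled to the 75th percentile, the quantile-normalized processed signal and the authors' deposited values, and leaving out EWS::FLI1 CTR A and EWS::FLI1 DOX+ B. The paper's log2 fold change of GUCY1A2 in A673pTERshEWS::FLI1 is 2.8, against 2.2 here; 0 of 27 alternatives came within the tolerance. The paper's log2 fold change of PCSK2 in A673pTERshEWS::FLI1 is −1.91, against −1.76 here; 1 of 28 alternatives came within the tolerance: the authors' deposited values. The paper's log2 fold change of ABCD3 in A673pTERshEWS::FLI1 is −1.46, against −1.58 here; 3 of 28 alternatives came within the tolerance: normexp with an offset of 50 and the mean of a gene's probes, and leaving out EWS::FLI1 CTR B. The paper's log2 fold change of LURAP1L-AS1 in A673pTERshEWS::FLI1 is 1.96, against 1.85 here; 1 of 27 alternatives came within the tolerance: normalization within each model. The paper's log2 fold change of LOXHD1 in A673pTERshEWS::FLI1 is −0.9, against −0.6 here; 3 of 27 alternatives came within the tolerance: normexp with an offset of 0, normalization within each model and the authors' deposited values. The paper's log2 fold change of NNMT in A673pTERshCD99 is 2.42, against 2.14 here; 3 of 28 alternatives came within the tolerance: normexp with an offset of 0 and the authors' deposited values, and leaving out CD99 DOX+ B. The paper's log2 fold change of S100P in A673pTERshCD99 is 3.28, against 3.11 here; 4 of 28 alternatives came within the tolerance: normexp with an offset of 0 and the authors' deposited values, and leaving out CD99 CTR A and CD99 DOX+ B. The paper's log2 fold change of GDAP1L1 in A673pTERshCD99 is 1.72, against 2.4 here; 0 of 27 alternatives came within the tolerance. The paper's log2 fold change of GUCY1A2 in A673pTERshCD99 is 2.01, against 1.52 here; 1 of 27 alternatives came within the tolerance: the authors' deposited values. The paper's log2 fold change of BHLHE22 in A673pTERshCD99 is −2.67, against −2.54 here; 4 of 28 alternatives came within the tolerance: normexp with an offset of 0 and the authors' deposited values, and leaving out CD99 CTR A and CD99 DOX+ B. The paper's log2 fold change of RRM2 in A673pTERshCD99 is −1.27, against −2.12 here; 2 of 28 alternatives came within the tolerance: leaving out CD99 DOX+ A and CD99 CTR B. The paper's log2 fold change of NASP in A673pTERshCD99 is −1.88, against −1.84 here; 2 of 28 alternatives came within the tolerance: normexp with an offset of 0 and the authors' deposited values. The paper's log2 fold change of INHBE in A673pTERshCD99 is 2.59, against 2.34 here; 3 of 28 alternatives came within the tolerance: the authors' deposited values, and leaving out CD99 CTR A and CD99 DOX+ B. The paper's log2 fold change of CCNF in A673pTERshCD99 is −1.28, against −1.19 here; 3 of 28 alternatives came within the tolerance: normexp with an offset of 0, the processed signal scaled to the 75th percentile and the authors' deposited values. The paper's log2 fold change of ZNF273 in A673pTERshCD99 is −1.18, against 0.24 here; 0 of 28 alternatives came within the tolerance. The paper's log2 fold change of PHTF2 in A673pTERshCD99 is −1.16, against 0.01 here; 0 of 28 alternatives came within the tolerance. For GDAP1L1, ZNF273 and PHTF2 in A673pTERshCD99, a second probe of the gene gave 1.35, −0.95 and −0.73.

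The paper counts 221, 427 and 92 genes changed over time in A673pTERshEWS::FLI1, A673pTERshCD99 and both, against 198, 512 and 124 here with a reversal at D1 and no limit on its size. With the p and fold limits of the paper's methods on the reversal, added after seeing the values, the counts were 107, 218 and 63 when asked at both D1 and D2 and 186, 449 and 113 when asked at either. These runs took D2 against D0, where the paper's methods contrast D2 with D1, so they do not repeat the paper's rule. With the rule used here 84 of the 206 tested genes of Table S4 and 151 of the 408 of Table S5 were called, and 206 and 401 had the paper's direction at D0. For Table S3, 486 of 886 tested genes were called and 877 had the paper's direction. The study chose these genes on the same arrays, so the overlap is not independent evidence.

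The paper describes the genes regulated by CD99 as closer to G2/M than those regulated by EWS::FLI1, which span G1/S and G2/M. Over whole lists the G1/S median was below the G2/M median in each replicate here, with differences of −0.49 and −0.24 in A673pTERshCD99 and of −0.20 and −0.36 in A673pTERshEWS::FLI1 for the DREAM targets, and of −0.36 and −0.37, and −0.16 and −0.30, for the S-phase and G2/M markers. Of the core genes shown for A673pTERshCD99 in Fig. 5D, 11 of 20 are on the G2/M list and 1 on the G1/S list, and of those in Fig. 5B 5 and 3 of 22, which goes the paper's way. The lists were written with the paper's tables seen and hold genes that it names, so this count is not independent evidence. The paper's own evidence includes an overlap of Cluster 3 with the G2/M genes of Dominguez et al., a set not used here.

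The paper's legend of Fig. 4 has CD99 rising from low to high during rescue in A673pTERshCD99. On these arrays CD99 went from 12.98 at D0 to 13.47 at D2 in replicate A and from 13.27 to 10.61 in replicate B, while FLI1 changed from D0 to D1 by 1.18 and 0.11 in replicates A and B of A673pTERshEWS::FLI1 and by 0.81 and 0.87 in those of A673pTERshCD99.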

Other observations

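The tests on the position of the DOX+ array were all chosen after the result was seen.

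From D0 to D1 cholesterol genes showed no detected change, with a median log2 change of 0.01 in A673pTERshEWS::FLI1 (camera, adjusted p = 0.928) and 0.03 in A673pTERshCD99 (adjusted p = 0.864), and were higher at D2 than at D1 by medians of 0.39 (adjusted p = 1.34e-09, and 0.119 with an estimated correlation) and 0.59 (adjusted p = 5.9e-17, and 0.0621). This change was uneven between the replicates A and B, with 0.608 and 0.0346 in A673pTERshEWS::FLI1 and 0.369 and 0.877 in A673pTERshCD99. Against CTR no test was run at D2, and the replicates differed in size and for some lists in sign. Stress response genes had medians of −0.47 and −0.97 in replicates A and B of A673pTERshEWS::FLI1 and −0.98 and −0.36 in those of A673pTERshCD99, and genes repressed by EWS::FLI1 of 0.30 and 1.52, and 1.08 and 0.26. The G1/S targets of DREAM had −0.11 and −0.85, and −0.40 and −1.03, and the G2/M targets 0.26 and −0.19, and 0.02 and 0.01. Hypoxia-inducible genes were higher at D2 than at D1 by medians of 0.70 (adjusted p = 2.99e-14, and 0.184) and 0.63 (adjusted p = 1.34e-09, and 0.212), and this came from replicate A: against CTR, D2 had 1.63 and 1.98 in replicate A and 0.11 and −0.16 in replicate B.

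At D0 camera called the other lists in neither model. The medians in A673pTERshEWS::FLI1 and A673pTERshCD99 were −0.14 and 0.10 for the unfolded protein response, −0.15 and −0.27 for hypoxia, −0.04 and −0.16 for mitochondrial translation, 0.02 and −0.01 for the respiratory chain, 0.09 and −0.01 for p53 targets, 0.10 and −0.05 for blood cell markers (7 of 12 measured) and 0.23 and 0.00 for endothelial markers (3 of 8 measured). In A673pTERshCD99, histones had a median of −0.32, ribosomal proteins of 0.04 and epithelial markers of 0.16, and in A673pTERshEWS::FLI1 neuronal markers had 0.10; camera called none of these. The mean had the other sign than the median for the unfolded protein response and the respiratory chain in A673pTERshEWS::FLI1 and for hypoxia, blood cell and endothelial markers in A673pTERshCD99. No list differed between the models at D0, and neuronal markers, with a difference of 0.63 (adjusted p = 0.111), did so with the replicate as a block. That block pairs the DOX+ array of replicate B of A673pTERshCD99 with its other replicate B arrays, a pairing in doubt. The median of these markers at D0 in this model was 0.8 in replicate B and 0.19 in replicate A.

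A candidate explanation for the CD99 signal of the DOX+ array of replicate B of A673pTERshCD99 is that a sample was exchanged or mislabelled, since this array stood with replicate A. An exchange of this array alone leaves other CD99 signals unexplained. In replicate B, CD99 was 11.96 in CTR cells, 11.17 at D1 and 10.61 at D2. From CTR cells to D0 of A673pTERshEWS::FLI1 it went from 11.88 to 10.83 in replicate A and from 13.71 to 13.68 in replicate B. Over 59 genes that separated the replicates in the other 3 states, this array had a median position of 0.87 on a scale from 0 at replicate B to 1 at replicate A, with 48 genes nearer to replicate A, while in A673pTERshEWS::FLI1 the DOX+ array of replicate B stood at 0.10 over 50 genes. The other replicate B arrays of A673pTERshCD99, each on a scale made from the other 2 states without DOX, stood at 0.09 (CTR), −0.01 (D1) and 0.02 (D2). A slide or scan effect between the replicates argues for a position near 0, against 0.87, because this array was hybridised with the replicate B arrays, and a response to DOX is argued against by the 11 scale genes that were steady on DOX in the other 3 series, with 0.91. The paper's RT-qPCR and protein measurements of this model (Fig. 1B, C) show CD99 silenced on DOX and restored after it, which goes with the labels of the model, but they were not measured on these arrays. Arrays of the 2 models also paired closely. At D2, replicate A of A673pTERshCD99 and replicate B of A673pTERshEWS::FLI1 had a Pearson's r of 0.9842, and the other such pair 0.9803. Within A673pTERshCD99 and A673pTERshEWS::FLI1, the replicates had 0.9661 and 0.9681. At D1 these crossed pairs had 0.986 and 0.9853, against 0.9753 and 0.9766 within the models. At D0 the A673pTERshCD99 replicates had 0.9925, against 0.9859 and 0.98 for the crossed pairs. Pairs of the same letter across the models had 0.9839 (A) and 0.968 (B) at D2, 0.9877 and 0.9839 at D1, and 0.983 and 0.9893 at D0. In CTR cells they had 0.9866 and 0.9934, the crossed pairs 0.9865 and 0.9844, and the replicates within the models 0.9845 and 0.9782. The crossed pairs are thus not singled out. Which array, if any, is out of place in either model stays open, as does a difference between the cultures, which was not tested.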
